# CARD9 attenuates Aβ pathology and modifies microglial responses in an Alzheimer’s disease mouse model

**DOI:** 10.1073/pnas.2303760120

**Published:** 2023-06-05

**Authors:** Hannah Ennerfelt, Coco Holliday, Daniel A. Shapiro, Kristine E. Zengeler, Ashley C. Bolte, Tyler K. Ulland, John R. Lukens

**Keywords:** Alzheimer’s disease, microglia, CARD9, amyloid beta, neuroimmunology

## Abstract

Recent advances have highlighted the importance of several innate immune receptors expressed by microglia in Alzheimer’s disease (AD). In particular, mounting evidence from AD patients and experimental models indicates pivotal roles for TREM2, CD33, and CD22 in neurodegenerative disease progression. While there is growing interest in targeting these microglial receptors to treat AD, we still lack knowledge of the downstream signaling molecules used by these receptors to orchestrate immune responses in AD. Notably, TREM2, CD33, and CD22 have been described to influence signaling associated with the intracellular adaptor molecule CARD9 to mount downstream immune responses outside of the brain. However, the role of CARD9 in AD remains poorly understood. Here, we show that genetic ablation of CARD9 in the 5xFAD mouse model of AD results in exacerbated amyloid beta (Aβ) deposition, increased neuronal loss, worsened cognitive deficits, and alterations in microglial responses. We further show that pharmacological activation of CARD9 promotes improved clearance of Aβ deposits from the brains of 5xFAD mice. These results help to establish CARD9 as a key intracellular innate immune signaling molecule that regulates Aβ-mediated disease and microglial responses. Moreover, these findings suggest that targeting CARD9 might offer a strategy to improve Aβ clearance in AD.

## Significance

Although significant progress in recent years has been made in defining key innate immune receptors involved in Alzheimer’s disease (AD), our knowledge of the specific intracellular signaling molecules that coordinate immune responses in AD remains poorly defined. In these studies, we have identified a previously undescribed role for the innate immune signaling molecule CARD9 in the 5xFAD mouse model of AD. We specifically demonstrate that CARD9 deletion in 5xFAD mice leads to impaired control of Aβ, worsened cognitive decline, and aberrant microglial activation. We further show that pharmacological activation of CARD9 boosts Aβ clearance in the hippocampus. Collectively, these findings uncover CARD9 as a molecular signaling molecule used by the innate immune system in Aβ-mediated neurological disease.

Alzheimer’s disease (AD) is a neurogenerative disorder characterized by amyloid beta (Aβ) accumulation, the seeding of neurofibrillary tangles, and neuroinflammation (1, 2). The culmination of these pathologies leads to neuronal loss and memory decline in patients (3). Microglia, the resident immune cells of the brain, have been heavily implicated in AD pathogenesis. More specifically, genome-wide association studies (GWAS) have identified that a large percentage of late-onset AD risk loci affect genes involved in microglial biology and function (e.g., *TREM2* and *CD33*) (4). Importantly, recent findings from AD mouse models have further solidified pivotal roles for microglia in Alzheimer’s-related disease pathogenesis (5–11). It is currently thought that microglia affect AD progression through various mechanisms that include cytokine production, phagocytosis of Aβ and other neurotoxic agents, and compaction/containment of Aβ plaques. While these studies clearly define microglia as important players in AD, we are only just beginning to appreciate the molecular and effector mechanisms that microglia employ to influence neurodegenerative disease. For instance, despite our ample understanding of which microglial receptors are involved in modulating AD progression, much of the intracellular signaling employed by microglia in the AD brain environment remains poorly described.

Notably, both human genetics studies and work in AD animal models have begun to uncover pivotal roles for a number of ITAM (immunoreceptor tyrosine-based activation motif)- and ITIM (immunoreceptor tyrosine-based inhibition motif)-containing receptors in AD pathogenesis. For example, emerging evidence indicates critical roles for the ITAM-containing receptor triggering receptor expressed on myeloid cells 2 (TREM2), as well as the ITIM-containing receptors sialic acid-binding immunoglobulin-like lectin 3 (CD33) and sialic acid-binding immunoglobulin-like lectin 2 (CD22) in AD (12–35). In the context of peripheral infection models, engagement of ITAM-containing receptors has been shown to promote the activation of caspase recruitment domain-containing protein 9 (CARD9) signaling and subsequent upregulation of cytokine production (36–38). In contrast, stimulation of ITIM-containing receptors provokes SHP-1 activation, which potently inhibits downstream CARD9 signaling and consequently results in the dampening of cytokine production and phagocytosis (36, 37). While increasing evidence indicates that ITAM/ITIM-containing immune receptors (i.e., TREM2, CD33, and CD22) are critically involved in AD progression, we still lack in-depth knowledge of the intracellular signaling molecules employed by these immune receptors to influence neurodegenerative disease. CARD9 has been shown to control immune responses downstream of TREM2, CD33, and CD22 in other models of disease (36–38), although the involvement of CARD9 in AD and most other neurodegenerative disorders remains to be determined.

To explore a potential role for CARD9 in Alzheimer’s-related disease, we crossed CARD9-deficient mice with 5xFAD mice, a well-described mouse model of Aβ-mediated neurological disease. Here, we find that genetic ablation of *Card9* in 5xFAD mice leads to increased Aβ accumulation in the brain, exacerbated neuronal loss, and worsened memory decline compared with 5xFAD littermate controls. Given that CARD9 is nearly exclusively expressed by microglia in the central nervous system (CNS) (39), we observed that microglia in *Card9*^−/−^ 5xFAD mice display dramatically increased proliferation while they simultaneously exhibit impaired morphological activation in response to Aβ plaques. We further show that treating 5xFAD mice with a potent exogenous trigger of CARD9 signaling leads to improved control of Aβ in the hippocampus. Taken together, these findings indicate that the innate immune signaling molecule CARD9 is a regulator of Aβ-mediated neurological disease and further suggest that targeting CARD9 activation may offer a therapeutic strategy to promote Aβ clearance.

## Results

### CARD9 Signaling Restricts Brain Amyloidosis in 5xFAD Mice.

To investigate how CARD9 influences the development of Aβ pathology, we introduced a germline deletion of *Card9* into 5xFAD mice, an AD mouse model characterized by early Aβ accumulation (40, 41). At 5 mo of age, *Card9*^−/−^5xFAD mice had significantly greater Aβ burden in the cortex, hippocampus, and thalamus in comparison to *Card9*^+/−^5xFAD and *Card9*^ +/+^5xFAD (referred to as 5xFAD mice) littermate controls (Fig. 1 *A* and *B*). Consistent with the increased levels of Aβ staining observed in 5xFAD mice that lack CARD9, we detected increased amounts of Aβ42, the most deleterious isoform of Aβ (42, 43), in both the soluble (phosphate buffered saline (PBS)-extracted) and insoluble (guanidine-extracted) brain fractions obtained from *Card9*^−/−^5xFAD mice (Fig. 1 *C* and *D*). The soluble fraction of Aβ is thought to contain the most neurotoxic oligomers of Aβ (44), whereas the insoluble fraction consists of higher order Aβ forms found in amyloid plaques (45). In alignment with the increase of Aβ in the insoluble fraction, the cortex in *Card9*^−/−^5xFAD also contains approximately double the number of individual Aβ plaques in comparison to 5xFAD littermate control mice (Fig. 1 *E* and *F*). These data suggest that CARD9 plays an important role in limiting Aβ accumulation in 5xFAD mice.

**Fig. 1.**
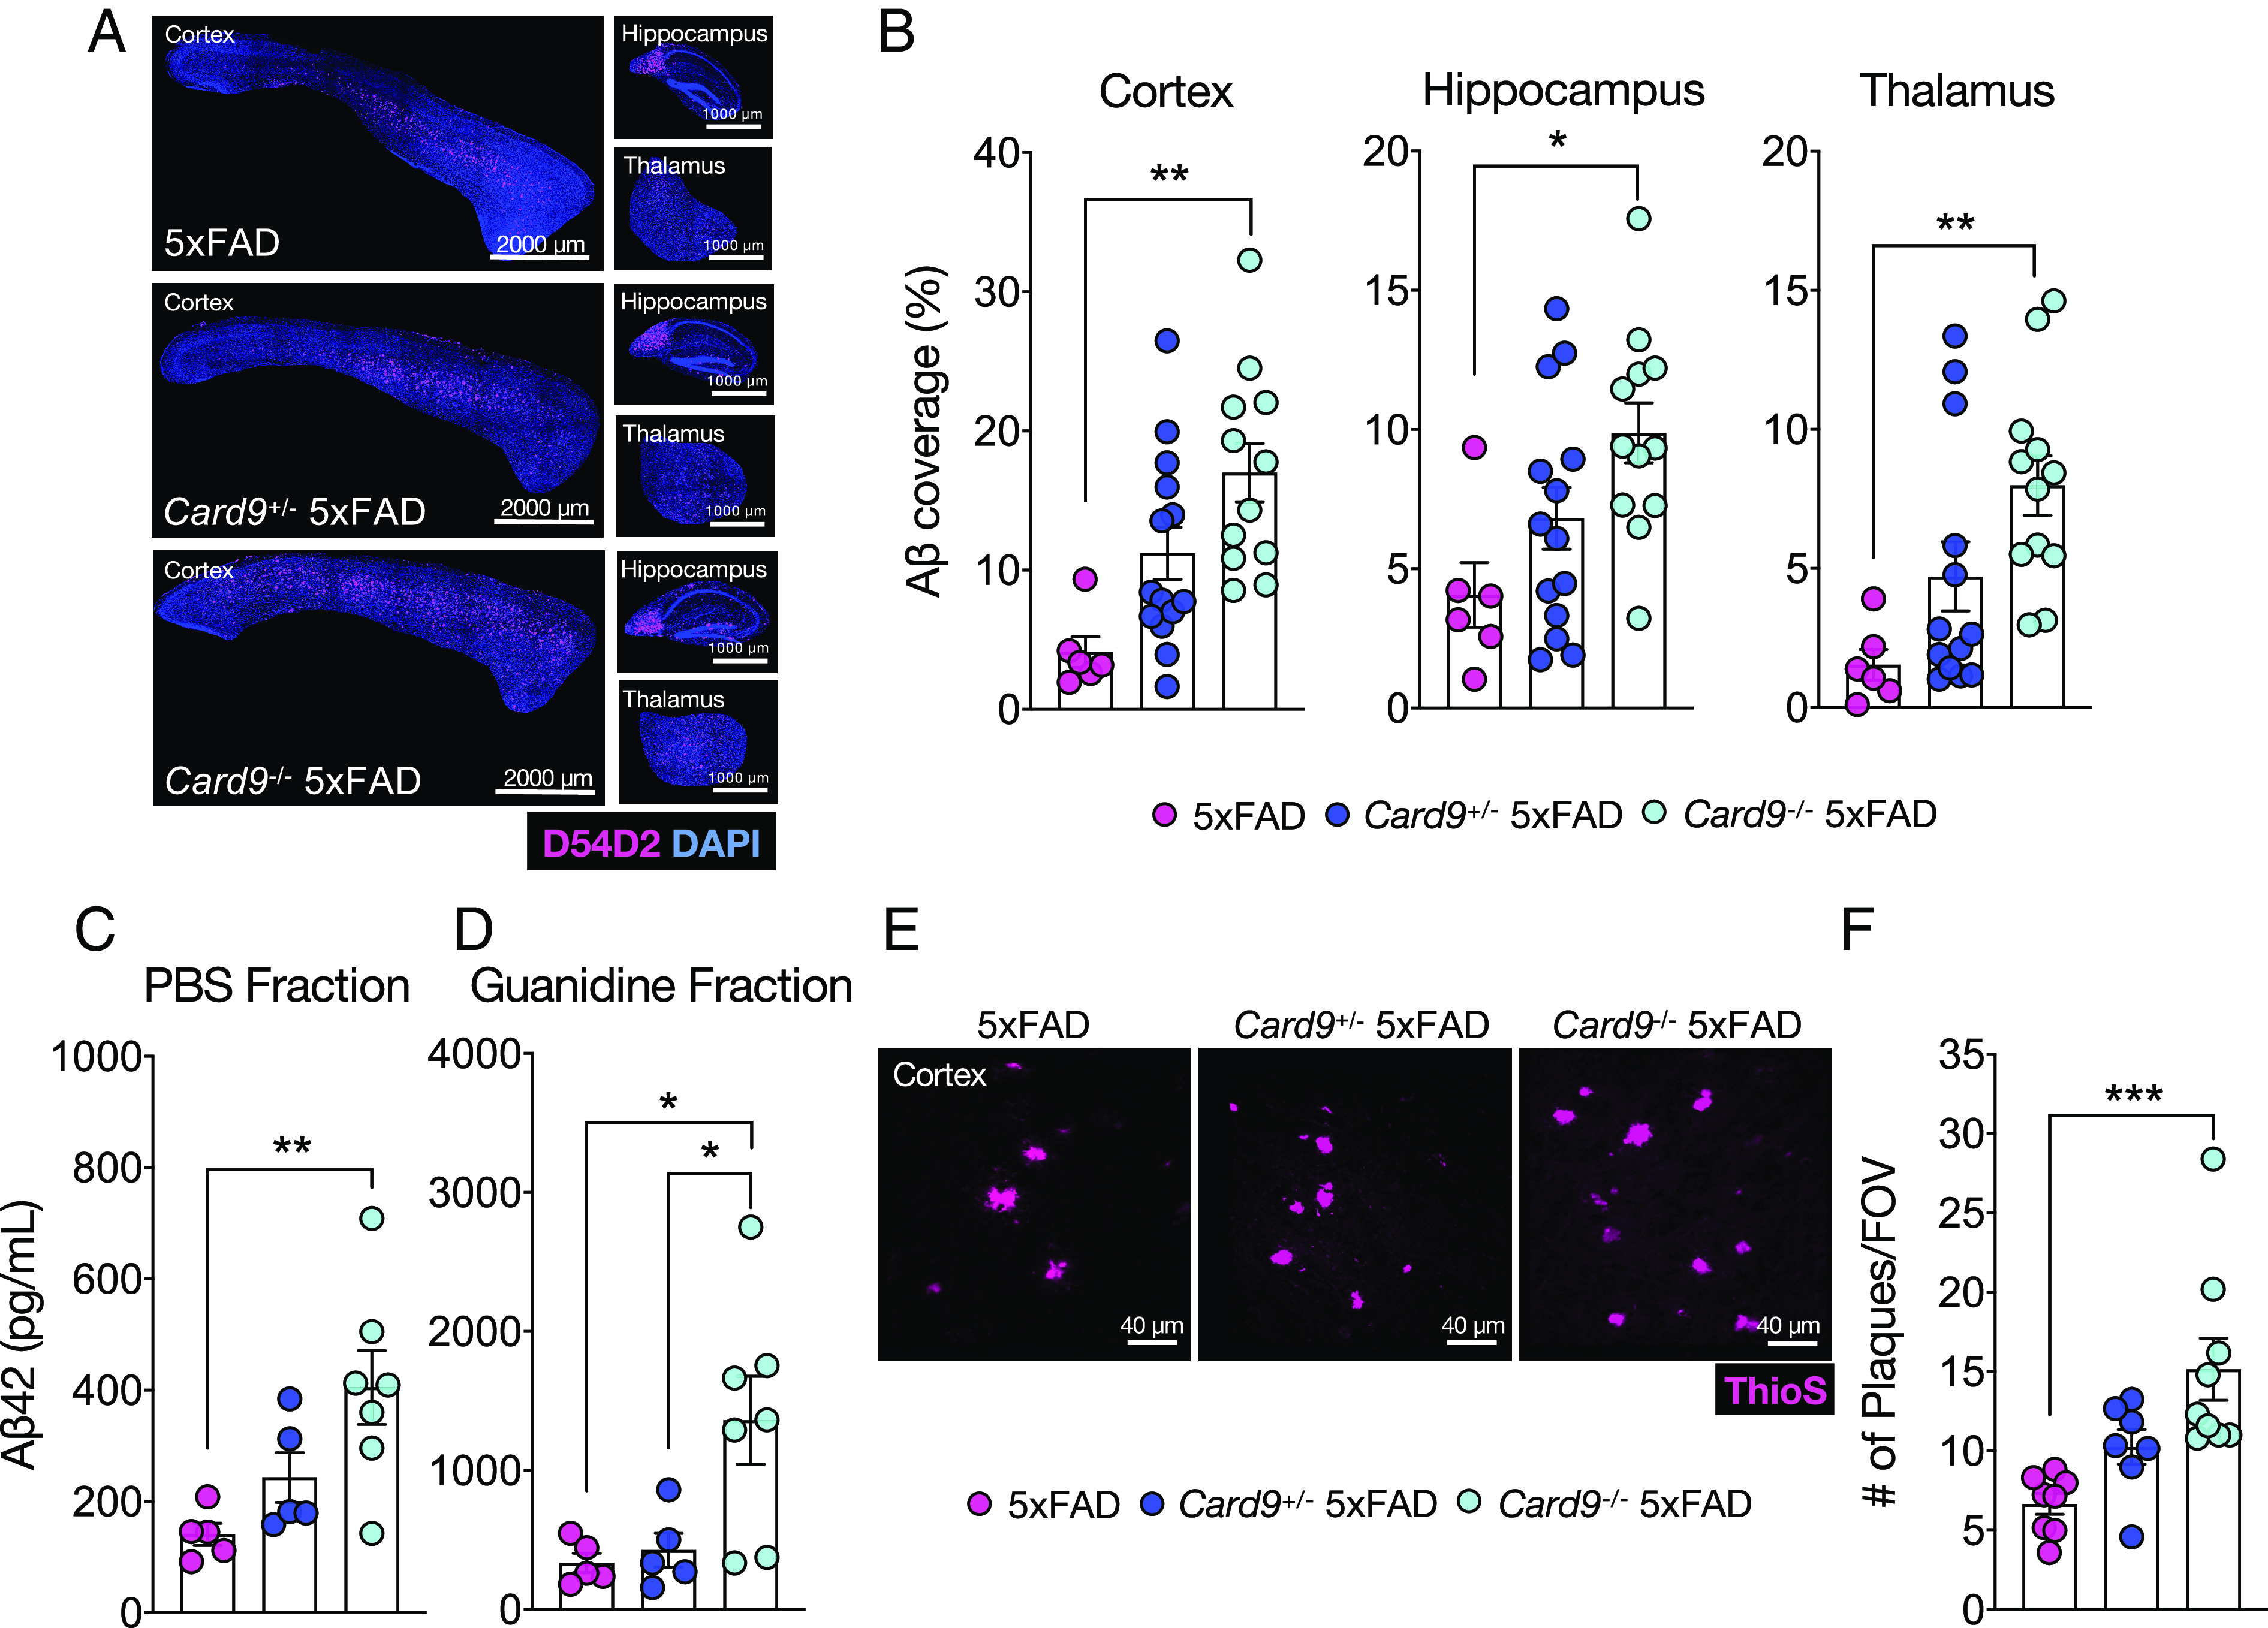
CARD9 deletion leads to increased Aβ accumulation in 5xFAD mice. (*A*–*F*) Brains were harvested from 5-mo-old 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice to evaluate Aβ load. (*A*) Representative images of Aβ (D54D2, pink; DAPI, blue) staining from sagittal sections in the cortex, hippocampus, and thalamus. Original magnification: 10x; (scale bar, 2,000 µm and 1,000 µm.) (*B*) Quantification of percent area covered by Aβ in the cortex, hippocampus, and thalamus. Combined data from three independent experiments. (*C* and *D*) Aβ levels detected by Aβ-42 enzyme-linked immunosorbent assay (ELISA). (*C*) Soluble (PBS buffer extraction) and (*D*) insoluble (guanidine extraction) fractions from 5-mo-old 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD half-brain hemispheres. (*E* and *F*) Representative images and quantification of Aβ plaques measuring ThioS^+^ (pink) plaque numbers in the cortex field of view (FOV), with combined data from a total of 50 to 100 plaques from 3 matching brain sections per mouse. Original magnification: 63x; (scale bar, 40 µm.) Statistical significance between experimental groups was calculated by one-way ANOVA with Tukey’s post hoc test (*B*–*D* and *F*). *P < 0.05, **P < 0.01, and ***P < 0.001. Error bars represent mean ± SEM, and each data point represents an individual mouse (*B*–*D* and *F*).

### The Loss of CARD9 Exacerbates Neuronal Loss and Memory Decline in 5xFAD Mice.

Continual accumulation of Aβ can cause appreciable neuronal damage in the AD brain (2, 46, 47) and the deleterious effects of Aβ deposition on neuronal health is thought to drive behavioral changes and pronounced learning and memory decline (48–51). To determine if the increase in Aβ accumulation seen in *Card9*^−/−^5xFAD mice is accompanied by heightened neuronal loss, we first evaluated neuronal cell death by performing terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining on the CA1 region of hippocampal samples from 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice. The CA1 region of the hippocampus is densely packed with neurons forming circuits responsible for the consolidation and retrieval of memory (52). Initial seeding of Aβ often originates in the hippocampus; therefore, neuronal damage is often seen in this region, and this is thought to explain some of the learning and memory behavioral deficits commonly observed in Aβ-driven mouse models of AD (53–55). Although 5xFAD mice do not characteristically display marked neuronal loss until later stages of disease (56), 5-mo-old *Card9*^−/−^5xFAD mice were found to have pronounced levels of TUNEL^+^ NeuN^+^ cells in the CA1, indicative of neuronal death (Fig. 2 *A* and *B*). Taken together, these data suggest that impaired control of Aβ in CARD9-deficient 5xFAD mice is associated with increased levels of neuronal cell death in the CA1 region of the hippocampus.

**Fig. 2.**
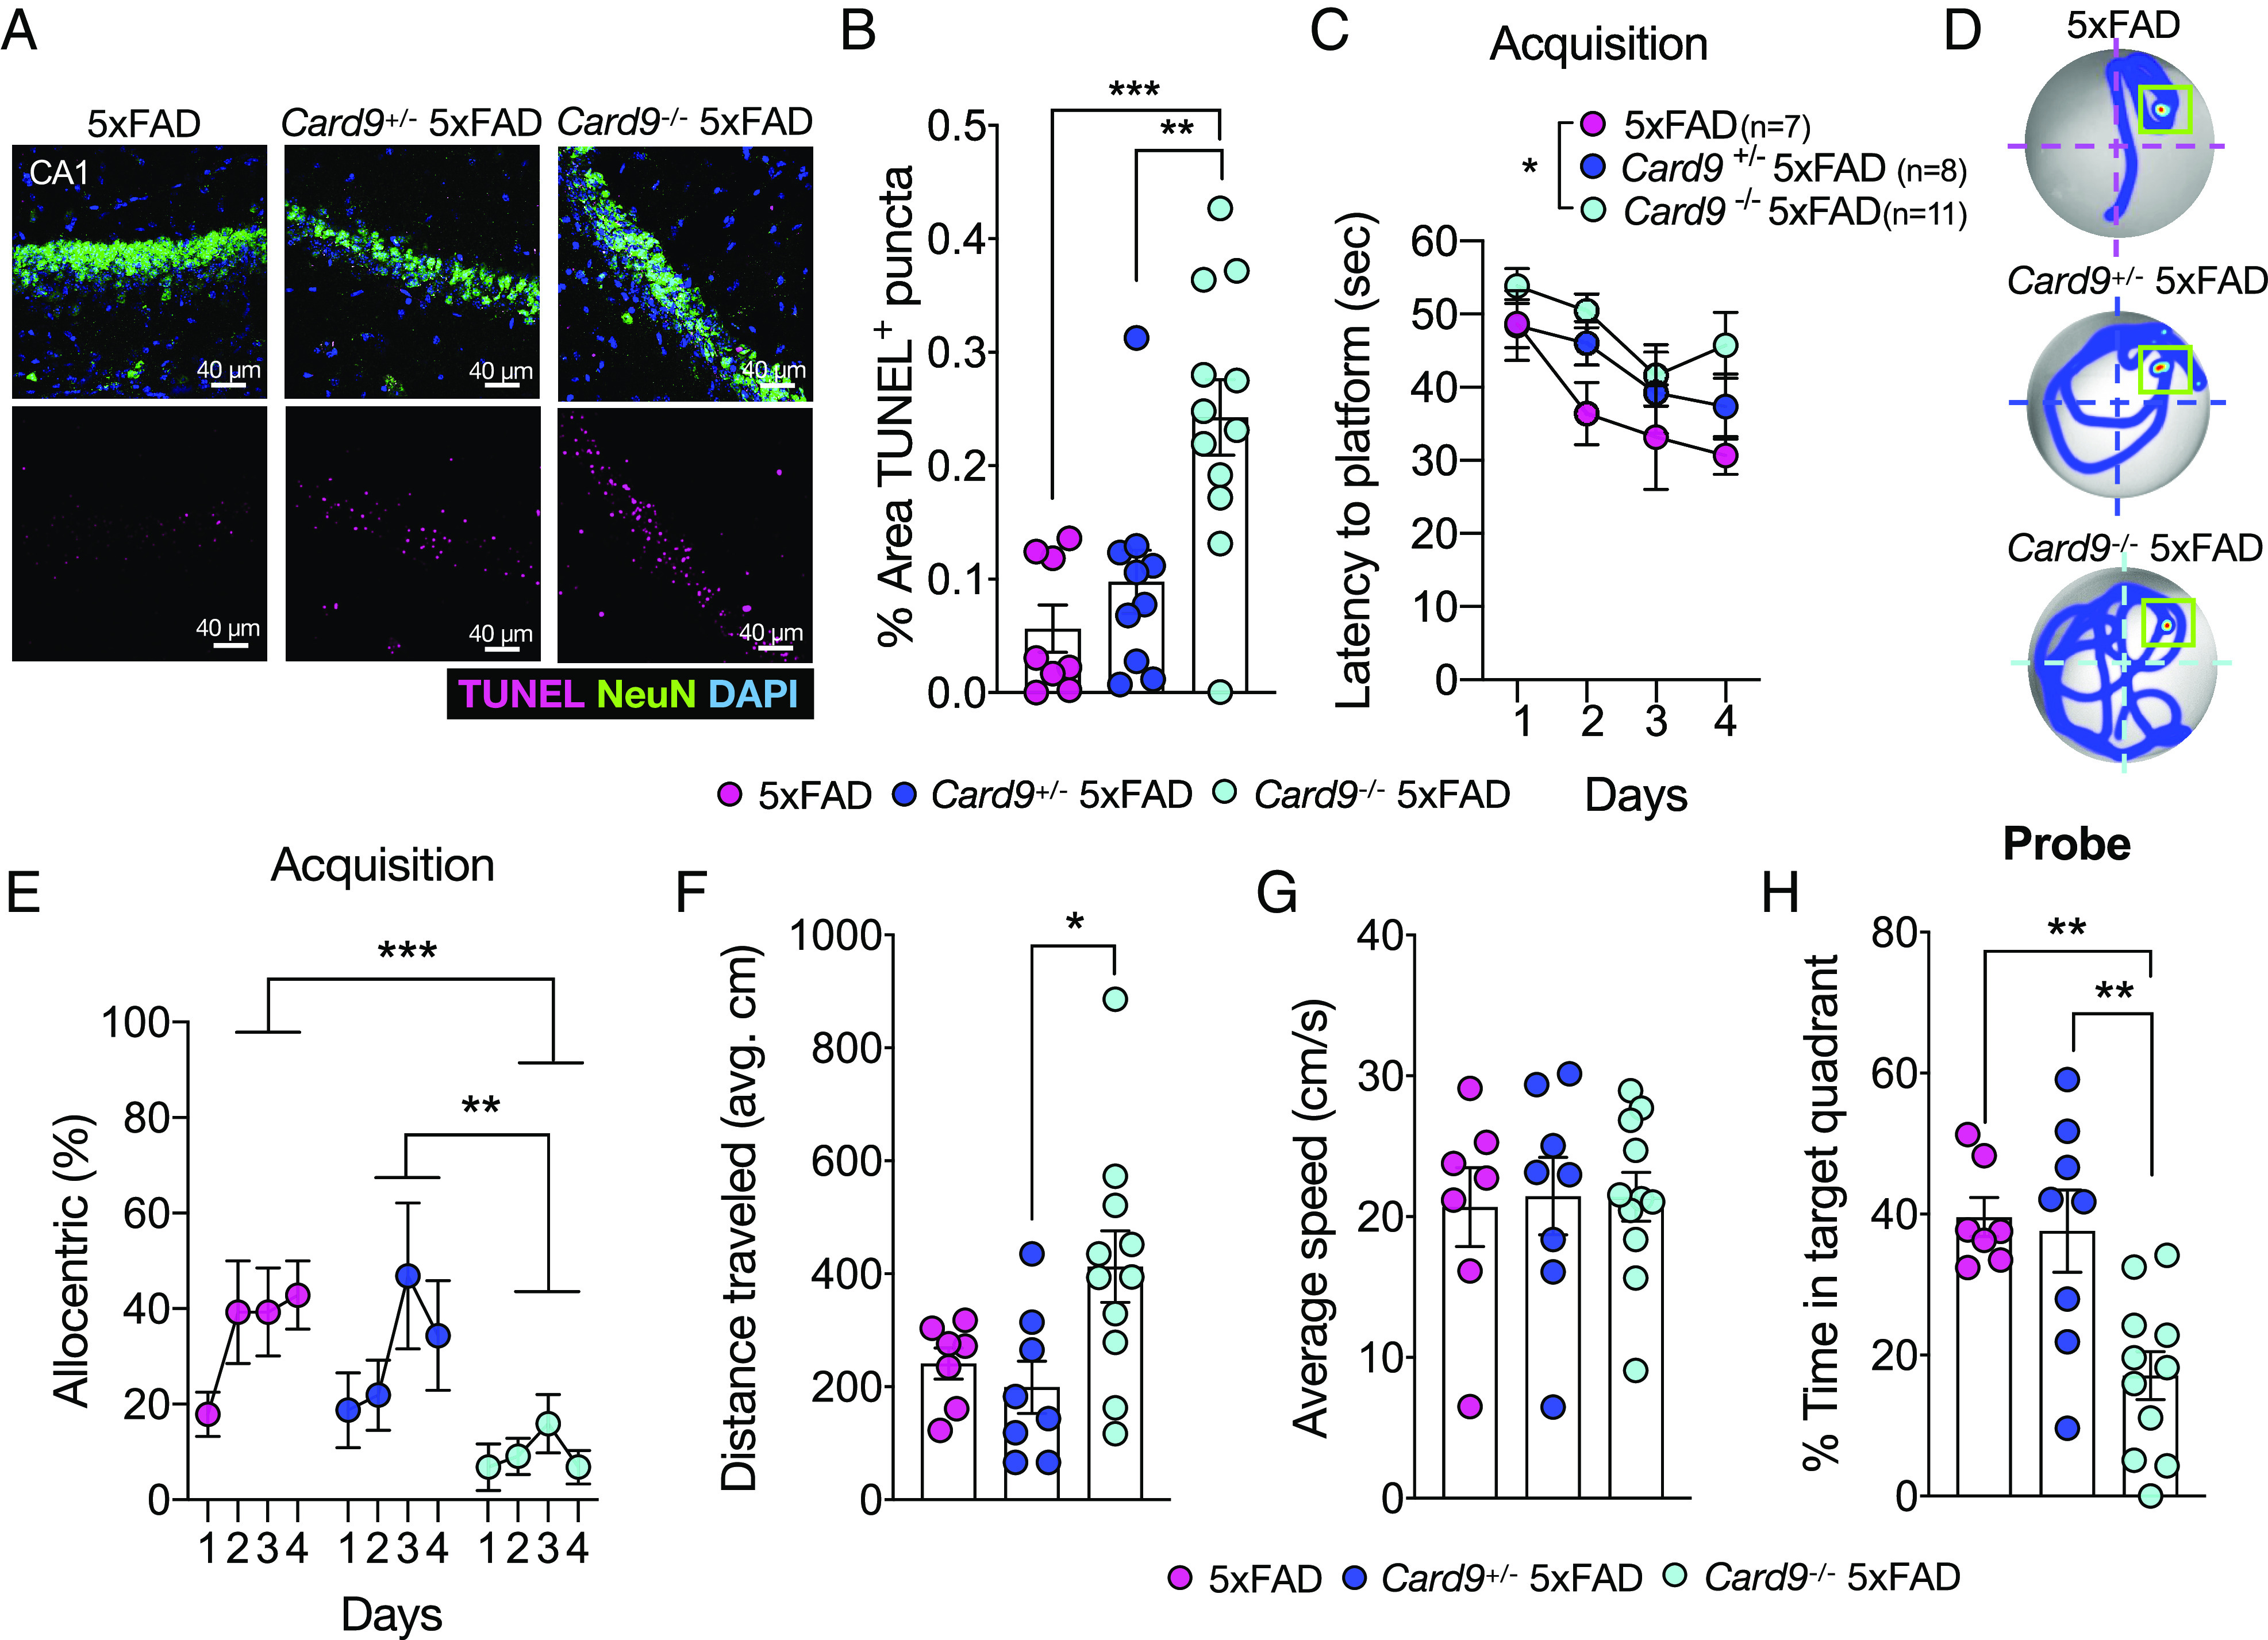
*Card9* deficiency leads to worsened neuronal health and cognitive impairment in 5xFAD mice. (*A* and *B*) Brains were harvested from 5-mo-old 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice to assess neuronal death. The CA1 region of the hippocampus was evaluated for neuronal cell death by TUNEL assay (pink), NeuN staining (green), and DAPI (blue). Original magnification: 63x; (scale bars, 40 µm.) (*C*–*H*) The Morris water maze (MWM) test was used to assess spatial learning and memory in 4-mo-old 5xFAD, *Card9*^+/−^ 5xFAD, and *Card9*^−/−^ 5xFAD mice. (*C*–*G*) Acquisition stage of learning in the MWM. (*C*) Latency to platform (acquisition). (*D*) Representative heatmaps of mouse trajectory on day 4 of acquisition with a green box outlining the location of the platform and (*E*) plotted percentage of allocentric navigation strategy during MWM acquisition. (*F*) Distance traveled averaged from all four trials in maze (cm) and (*G*) average speed of travel (cm/s) on day 4 of acquisition. (*H*) Percentage of time spent in the target quadrant (probe). Statistical significance between experimental groups was calculated by repeated-measures two-way ANOVA with Bonferroni’s post hoc test (*C* and *E*) or one-way ANOVA with Tukey’s post hoc test (*B* and *F*–*H*) from three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001. Error bars represent mean ± SEM (*B*, *C*, *E*–*H*) and each data point represents an individual mouse (*B* and *F*–*H*), or the average of experimental mice per group (*C* and *E*).

Given the increased neuronal loss and amyloidosis observed in CARD9-deficient 5xFAD mice, we next sought to determine whether *Card9*^−/−^5xFAD mice also display deficits in learning and memory. To this end, we employed the Morris water maze (MWM) behavioral test to probe spatial learning and memory (57). Over the first 4 d of MWM, 5xFAD control mice exhibited a substantial decrease in latency to find the hidden platform which is indicative of intact spatial learning (Fig. 2*C*). In comparison, *Card9*^−/−^5xFAD mice spent more time searching for the hidden platform over the four acquisition days, demonstrating significantly impaired spatial learning in comparison to 5xFAD littermate controls (Fig. 2*C*). The navigation path used by mice to find the platform can also provide insights into the degree of cognitive dysfunction. Allocentric movement, for example, is defined by the ability of the mouse to find the hidden platform within 3 navigational turns and is dependent on hippocampal spatial memory (58). Interestingly, *Card9*^−/−^5xFAD mice displayed significantly decreased hippocampal-based allocentric spatial memory when searching for the hidden platform compared with 5xFAD and *Card9*^+/−^5xFAD littermate control mice (Fig. 2 *D* and *E*). Moreover, *Card9*^−/−^5xFAD mice also covered a significantly longer distance in search of the hidden platform on the fourth day of the MWM test (Fig. 2*F*), suggesting a less targeted platform search in comparison to 5xFAD controls. Locomotor deficits did not contribute to any differences seen between groups in the MWM acquisition days, as comparable speeds were measured between 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice (Fig. 2*G*). Impaired spatial memory was also displayed by *Card9*^−/−^5xFAD mice during probe day, as they spent significantly less time than 5xFAD and *Card9*^+/−^5xFAD mice in the MWM pool target quadrant that had contained the hidden platform during the first 4 d of acquisition (Fig. 2*H*). Importantly, CARD9 deletion alone in the absence of Aβ amyloidosis was not found to appreciably impact performance in the MWM test and we observed comparable spatial learning and memory in *Card9*^+/+^, *Card9*^+/−^, and *Card9*^ −/−^ mice (*SI Appendix*, Fig. S1). These findings suggest that absence of CARD9 in 5xFAD mice leads to increased levels of neuronal cell death in the hippocampus and accelerated cognitive impairments.

### CARD9 Deficiency in 5xFAD Mice Results in Altered Microglial Responses.

In recent years, there has been ever-growing interest in the roles that microglia play in AD. This was initially sparked by results obtained in human genetics studies linking mutations in multiple microglial genes to late-onset AD (4). Follow-up studies in AD mouse models have largely confirmed that microglia can influence various aspects of AD-related pathology (14, 21, 22, 32, 35). Notably, mounting evidence suggests that microglia are critically involved in both the phagocytosis and compaction of Aβ, and that this subsequently helps to protect neurons from interacting with neurotoxic species of Aβ (30, 59). Therefore, given our findings demonstrating increased levels of Aβ and neuronal loss in CARD9-deficient 5xFAD mice, paired with the knowledge that *Card9* is primarily expressed by microglia in the brain, we were interested in how CARD9 deletion affects the mobilization of microglial responses to Aβ-driven pathology.

The observed increase in Aβ load in the *Card9*^−/−^5xFAD brain prompted us to investigate potential differences in the phagocytic capacity of macrophages in *Card9*-deficient mice. To begin, we generated bone marrow-derived macrophages (BMDMs) from *Card9*^+/+^ (referred to as WT) and *Card9*^−/−^ mice. WT and *Card9*^−/−^ BMDMs were stimulated with oligomeric Aβ tagged with CyPher5E, a pH sensitive dye. CypHer5E fluoresces when brought into the low-pH environment of the phagolysosome; consequently, an increased staining of CypHer5E suggests elevated phagocytosis of Aβ by BMDMs. In these studies, we found that CARD9 deletion did not appreciably impact Aβ uptake by BMDMs (*SI Appendix*, Fig. S2). To discern whether *Card9*-deficiency affects Aβ clearance in vivo, we next injected CypHer5E-tagged Aβ into the cortex of WT and *Card9*^−/−^ mice and compared the presence of CypHer5E relative to total Aβ in the injection site. Similar to our in vitro macrophage findings, we did not observe substantial differences in the clearance of Aβ by IBA1^+^ cells between WT and *Card9*^−/−^ mice at 48 h postintracortical injection of CypHer5E-tagged Aβ (*SI Appendix*, Fig. S2). Collectively, these results suggest that *Card9*-deficiency does not appreciably affect the phagocytosis of Aβ by BMDMs or CNS-resident cells.

To our surprise, we found that the loss of *Card9* results in a step-wise increase in the number of IBA1-labeled microglia within the cortex of 5xFAD mice (Fig. 3 *A* and *B*). This progressive increase in microglia between 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice is suggestive of a gene-dosage effect for the *Card9* allele (Fig. 3 *A* and *B*). The approximate doubling of microglial numbers in the cortex of *Card9*^−/−^5xFAD mice compared with 5xFAD controls is likely explained by a similar magnitude increase in the number of proliferating microglia (Fig. 3 *C* and *D*). More specifically, *Card9*^−/−^5xFAD mice have approximately twice the number of Ki67^+^ microglia in their cortex compared with 5xFAD mice (Fig. 3 *C* and *D*). In contrast, we did not observe any appreciable differences in microglial numbers or Ki67 expression between CARD9-deficient and wild-type mice that lacked the 5xFAD transgenes (*SI Appendix*, Fig. S3), suggesting that the increased numbers of microglia seen in *Card9*^−/−^5xFAD mice was likely driven by Aβ-associated pathology.

**Fig. 3.**
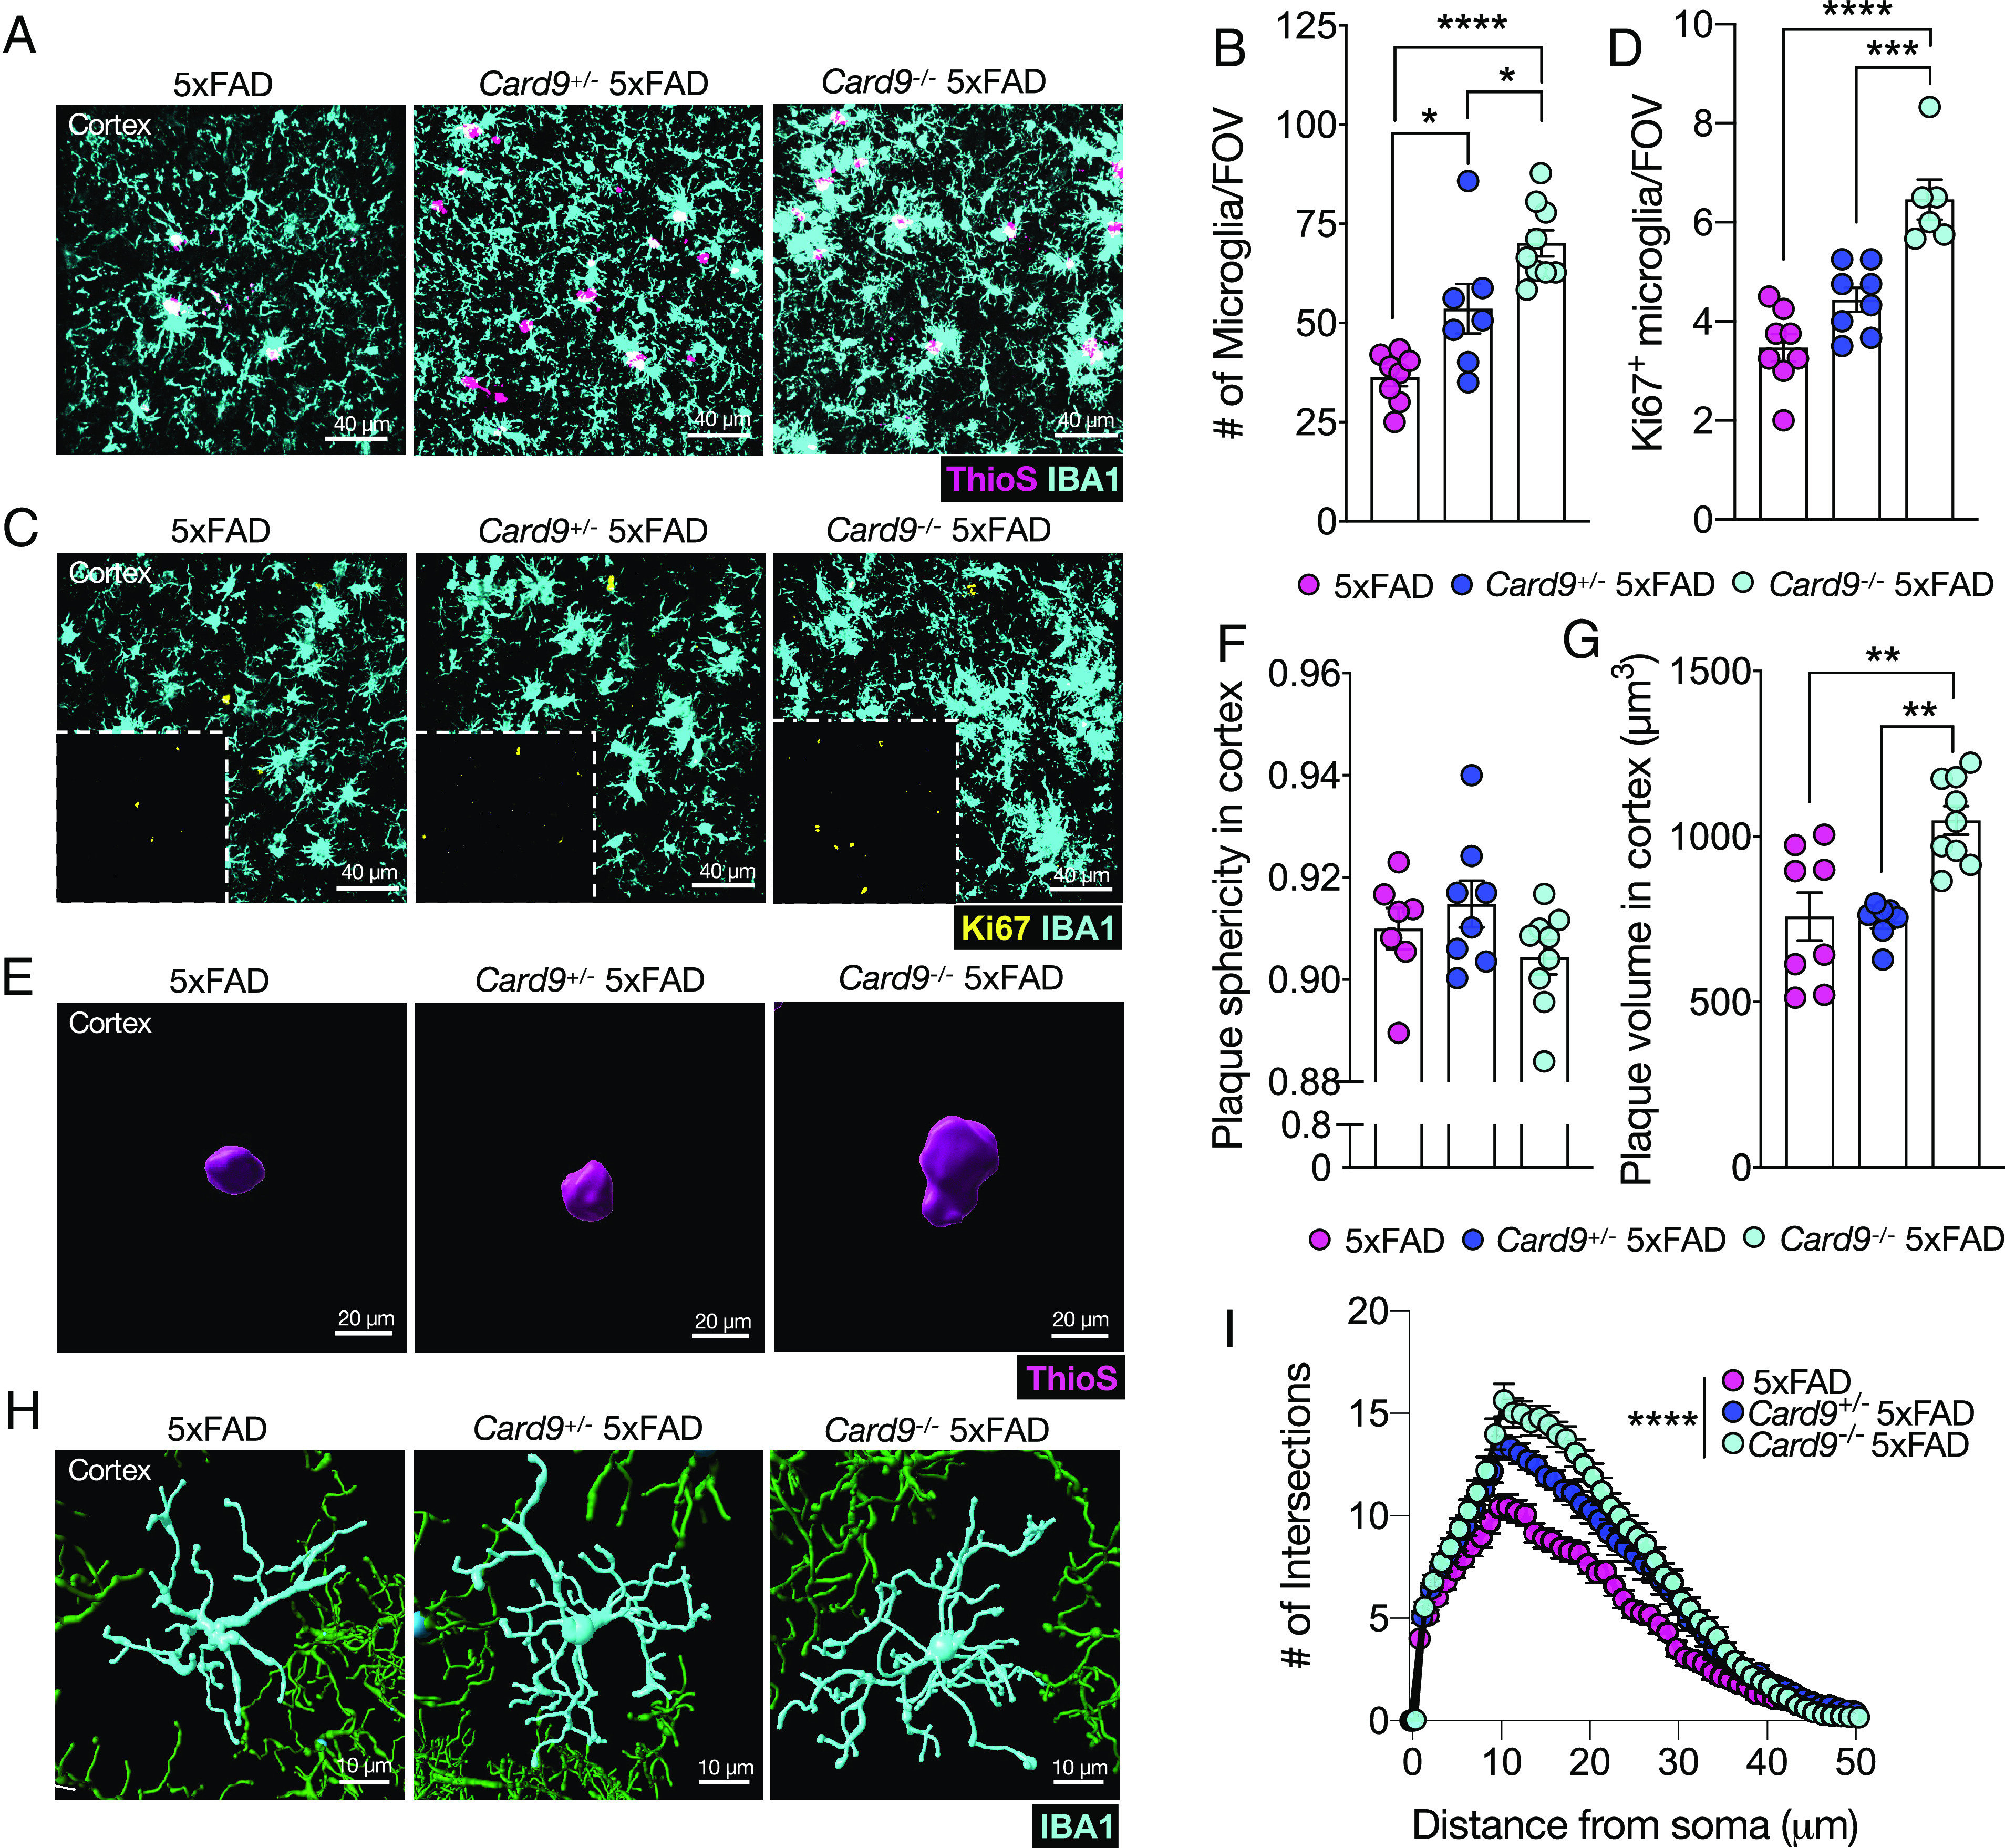
The loss of *Card9* leads to altered microgliosis in 5xFAD mice. (*A*–*I*) Brains were harvested from 5-mo-old 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice to assess microglial activity and Aβ plaque volume. (*A* and *B*) Representative images and quantification of microglia numbers (IBA1, cyan) surrounding ThioS^+^ plaques (pink) in the field of view (FOV) of the frontal cortex of 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice. Original magnification: 63x; (scale bar, 40 µm.) (*C* and *D*) Representative images of microglial proliferation measured by evaluating Ki67 (yellow) colocalization with IBA1^+^ (cyan) microglia in the cortex of matched sagittal sections. Original magnification: 63x; (scale bar, 40 µm.) (*E*–*G*) Representative images and quantification of ThioS-labeled (pink) plaque sphericity and volume in the cortex. Original magnification: 63x; (scale bar, 20 µm.) (*F*) Quantification of plaque sphericity with 1.00 being the most spherical. (*G*) Quantification of plaque volume in the cortex. (*H* and *I*) Microglial morphology calculated by Sholl analysis from a total of 12 microglia from 3 matching brain sections per mouse (n = 5 mice per group). (*H*) Representative microglia renderings and (*I*) Sholl analysis. Original magnification: 63x; (scale bar, 10 µm.) Statistical significance between experimental groups was calculated by one-way ANOVA with Tukey’s post hoc test (*B*–*D*, *F*, and *G*) or repeated-measures two-way ANOVA with Bonferroni’s post hoc test (*I*). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars represent mean ± SEM (*B*–*D*, *F*, *G*, and *I*). Each data point represents an individual mouse (*B*–*D*, *F*, and *G*) or the average of 5 mice (*I*). Data were collected from 6 fields of view (FOV) from a total of 3 matched sagittal sections (*B* and *D*) or 50 to 100 plaques from the cortex of each mouse (*F* and *G*).

The stimulation of microglial recruitment and proliferation in response to AD pathology is well characterized (22, 60), however, the loss of CARD9 appears to significantly enhance microglial mobilization to Aβ plaques while concurrently exacerbating Aβ load in the cortex of 5xFAD mice. One potential explanation for these somewhat paradoxical findings of increased numbers of both microglia and Aβ load in *Card9*^−/−^5xFAD mice is that the microglia recruited to Aβ in CARD9-deficient 5xFAD mice are less effective in influencing Aβ compaction. To test this, we evaluated both Aβ plaque volume and sphericity as a readout of the ability of CARD9-sufficient and -deficient microglia to shape Aβ plaque compaction (11, 22, 59). For instance, more compact plaques are believed to indicate the formation of a functional microglial barrier in which microglia physically interact with the plaque to decrease the Aβ footprint in the brain parenchyma (22, 61). While we did not observe any notable differences in Aβ plaque sphericity between 5xFAD and *Card9*^−/−^5xFAD mice (Fig. 3 *E* and *F*), we did, however, observe that CARD9 deficiency in 5xFAD mice leads to increased plaque volume when compared to 5xFAD littermate controls (Fig. 3 *E* and *G*).Therefore, despite the increase in microglia numbers in *Card9*^−/−^5xFAD mice, *Card9*-deficient microglia failed to reduce the extent of Aβ plaque volume, suggesting that CARD9 is critical for microglial containment of Aβ.

It has been extensively shown that microglia become less ramified and more ameboid in morphology in response to Aβ, and this is thought to affect the ability of microglia to modulate Aβ load (62). Because *Card9*^−/−^5xFAD microglia exhibit increased proliferation without curbing Aβ load, we were also interested in investigating whether *Card9*-deficiency impacts the ability of microglia to undergo morphological changes in response to Aβ-associated pathology. To explore this in greater detail, we focused on the Aβ-rich cortex and identified progressive microglial morphological differences between 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice (Fig. 3 *H* and *I*). For instance, *Card9*^+/−^5xFAD and *Card9*^−/−^5xFAD microglia displayed significantly more complex morphology as measured by Sholl analysis compared with 5xFAD microglia (Fig. 3 *H* and *I*). In contrast, *Card9*^+/+^, *Card9*^+/−^, and *Card9*^−/−^ microglia did not exhibit morphological changes in the absence of Aβ (*SI Appendix*, Fig. S3). Therefore, CARD9 is critical in driving microglial morphological activation upon Aβ stimulation. Collectively our findings suggest that CARD9 regulates microglial proliferation and morphological activation as well as Aβ compaction in the 5xFAD brain.

### Microglial ROS Production and Lipid Droplet Formation Are Not Impacted by CARD9 Deletion in 5xFAD Mice.

While microglia can play beneficial roles in AD-related disease through their critical involvement in Aβ containment and disposal, unchecked activation of microglial inflammatory responses can also have deleterious effects and perpetuate further AD pathogenesis (8, 46). To gain a deeper understanding of how CARD9 may impact microglial-induced inflammation, we began by investigating whether *Card9*^−/−^5xFAD microglia take on lipid-droplet-accumulating microglia (LDAM) properties. LDAMs have been previously described in the aged brain as pro-inflammatory, with increased reactive oxygen species (ROS) and cytokine production (63). To determine if CARD9-deficient microglia in the 5xFAD brain exhibit LDAM-related dysregulation, we harvested brains from 5xFAD and *Card9*^−/−^5xFAD mice and measured levels of BODIPY, a dye that labels lipid-droplets, and CellROX, a dye that fluoresces when oxidized by ROS, in CD11b^hi^CD45^int^ cells. However, flow cytometric analysis revealed no appreciable differences in BODIPY or CellROX staining in *Card9*^−/−^5xFAD microglia when compared to 5xFAD control microglia (*SI Appendix*, Fig. S4). Thus, *Card9*-deficiency does not significantly increase the prevalence of LDAMs or ROS production by microglia in the 5xFAD brain.

Aberrant production of pro-inflammatory cytokine production by microglia is also believed to contribute to the propagation of AD pathology and memory deficits. For instance, the cytokines IL-6, IL-1β, and IL-18 are often elevated in AD and have been reported to provoke Aβ accumulation and cognitive decline (64–67). CARD9 is known to regulate NF-κB activation, a transcription factor that coordinates the production of several pro-inflammatory cytokines including IL-6, pro-IL-1β, and pro-IL-18 (68). Therefore, we investigated the levels of key pro-inflammatory and anti-inflammatory cytokines in the whole brain of 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice. However, we did not observe altered levels of IL-1α, IL-1β, IL-4, IL-6, IL-10, IL-17, IFN-γ, and TNF-α by multiplex ELISA (*SI Appendix*, Fig. S4). Altogether, these findings suggest that CARD9 deletion in 5xFAD mice does not substantially influence pro-inflammatory cytokine levels, production of ROS, or lipid droplet accumulation by microglia.

### Effects of CARD9 Deletion on the Microglial Transcriptional Response in 5xFAD Mice.

Microglia exposed to AD-associated pathology are thought to undergo a transcriptional shift to become disease-associated microglia (DAMs) (69). Upon stimulation, DAMs down-regulate their homeostatic markers and subsequently up-regulate several activation markers in a biphasic manner (70). This process of DAM acquisition is thought to supply microglia with an increased capacity to respond to and eliminate AD pathology (71). Given that *Card9*-deficiency exacerbates disease progression in 5xFAD mice, we hypothesized that the microglia of *Card9*^−/−^5xFAD mice would be unable to undergo the transcriptional evolution seen in DAMs. Thus, to evaluate how CARD9 may affect microglia activity in an unbiased and comprehensive manner, we performed bulk RNA sequencing (RNA-Seq) on magnetic bead-sorted CD11b^+^ cells from the brains of *Card9*^+/+^ (WT), *Card9*^−/−^, 5xFAD, and *Card9*^−/−^5xFAD mice. 

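The libraries came from CD11b+ cells of 16 female mice, 4 of each genotype. CD11b is a surface protein of microglia and other myeloid cells. The paper gives the age as 5 mo, and the sample labels give 20 wk. The 5xFAD mice carry human transgenes with mutations of familial AD and accumulate Aβ in the brain. The authors aligned the reads to the mm10 mouse genome with HISAT2, filtered them by quality with Samtools and counted them on each gene with HTSeq, and they deposited these read counts without normalization, listed by gene symbol. Reads counted on genes numbered between 5346747 and 11206884 per library in WT (median 8563784), between 3229322 and 19333325 in *Card9*-/- (median 11265200), between 6355823 and 8032763 in 5xFAD (median 7522095), and between 2970148 and 10408110 in *Card9*-/-5xFAD (median 7539620). For the paper, the authors normalized and tested the counts with DESeq2.
The values below were computed from the same counts with edgeR's quasi-likelihood test after TMM normalization, with all 16 libraries in 1 fit. The fit covered the 14513 genes that passed edgeR's filter on low counts (minimum count 10), and p-values were adjusted by the Benjamini-Hochberg method, with an FDR threshold of 0.1 as in the paper. The test, the libraries that enter the fit and the filter could each change which genes pass. In simulated counts with the means and sizes of these libraries, the test called 7.58% of 66 genes changed 2-fold. It called 64.1% of 64 genes changed 4-fold, 84.4% of 64 genes changed 8-fold and 13 of 13981 unchanged genes. The simulated genes were drawn independently of each other, so variation that many genes share between libraries was left out. These rates may therefore not hold for the real libraries. Expression is given as CPM, the counts of a gene scaled to a common library total, after TMM normalization.
*Card9* lies on the minus strand of chromosome 2 from 26352176 to 26360918 in GRCm38, the assembly that mm10 holds. Its expression was 36.9 ± 16.3 CPM (SD, n = 4) in WT, 29.1 ± 8.36 CPM (SD, n = 4) in libraries labelled *Card9*-/-, 27.7 ± 8.28 CPM (SD, n = 4) in 5xFAD and 20.2 ± 11.8 CPM (SD, n = 4) in libraries labelled *Card9*-/-5xFAD. The ranges of the genotypes overlapped. They were 13.6 to 51.3 CPM in WT against 16.7 to 34.8 CPM in libraries labelled *Card9*-/-. With the transgenes, they were 15.6 to 33.5 CPM in 5xFAD against 9.73 to 33.7 CPM in libraries labelled *Card9*-/-5xFAD. Without the transgenes, the overlap came from WT replicate 1, at a log2 CPM of 3.78. The other WT libraries had 5.30 to 5.69, above every library labelled *Card9*-/- (highest 5.13). With them, *Card9*-/-5xFAD replicate 2 was as high as the highest 5xFAD library. Between 27 and 842 reads were counted on *Card9* in each of the 8 libraries of the *Card9*-deficient genotypes. The log2 fold change was −0.34 (SE 0.45, adjusted p = 0.970) between *Card9*-/- and WT and −0.44 (SE 0.45, adjusted p = 0.993) between *Card9*-/-5xFAD and 5xFAD. A count per gene does not show which exons the reads came from, and *Card9* overlaps *Gm13562* on the other strand. The genotypes are therefore taken from the labels, and every direction of a *Card9* effect rests on them.

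**Figure D1:**
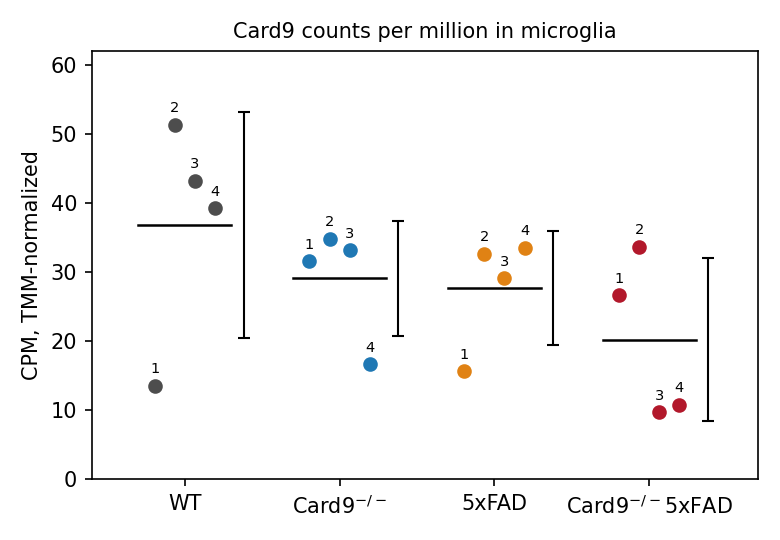
*Card9* expression (CPM, y axis) in each library by labelled genotype (x axis), with points marked by replicate number, the mean as a line and the SD as a bar. Libraries labelled *Card9*-/- lie between 16.7 and 34.8 CPM and WT libraries between 13.6 and 51.3 CPM.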

Principal component (PC) analysis uncovered a prominent separation between homeostatic (WT and *Card9*^−/−^) and 5xFAD (5xFAD and *Card9*^−/−^5xFAD) microglia (Fig. 4*A*).

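For the PC analysis, counts of the 16 libraries were transformed with DESeq2's variance-stabilizing transformation, and the 500 most variable genes were used. PC1 held 60.4% of the variance and PC2 held 23.7%. PC2 parted the libraries by the transgenes: scores ran from −21.5 to −1.47 in the 8 libraries with the 5xFAD transgenes and from 12.3 to 24.2 in the 8 libraries without them (exact two-sided permutation test, p = 0.000155, the smallest p that 8 libraries against 8 allow; adjusted p over both components = 0.000311). Along PC1 the 2 sets overlapped (exact two-sided permutation test, adjusted p = 0.289), and 91.6% of the variance on PC1 lay between libraries of the same genotype. Mean PC1 scores were −7.57 ± 21.2 (SD, n = 4) in WT, −6.94 ± 41.1 (SD, n = 4) in *Card9*-/- and 9.82 ± 17.2 (SD, n = 4) in 5xFAD, and those of *Card9*-/-5xFAD libraries ran from −17.7 to 43.2. Leaving out *Card9*-/- replicate 4, whose PC1 score was 54.1 against −35.1 to −21.7 in the other *Card9*-/- libraries, moved the separation on PC2 most: it was then shared by both components (exact permutation test, adjusted p = 0.00482 on PC1 and 0.00482 on PC2), and the 2 sets overlapped on PC2. The 2 sets also overlapped there with all genes passing the filter, where the adjusted p from the same test was 0.00155.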

**Fig. 4.**
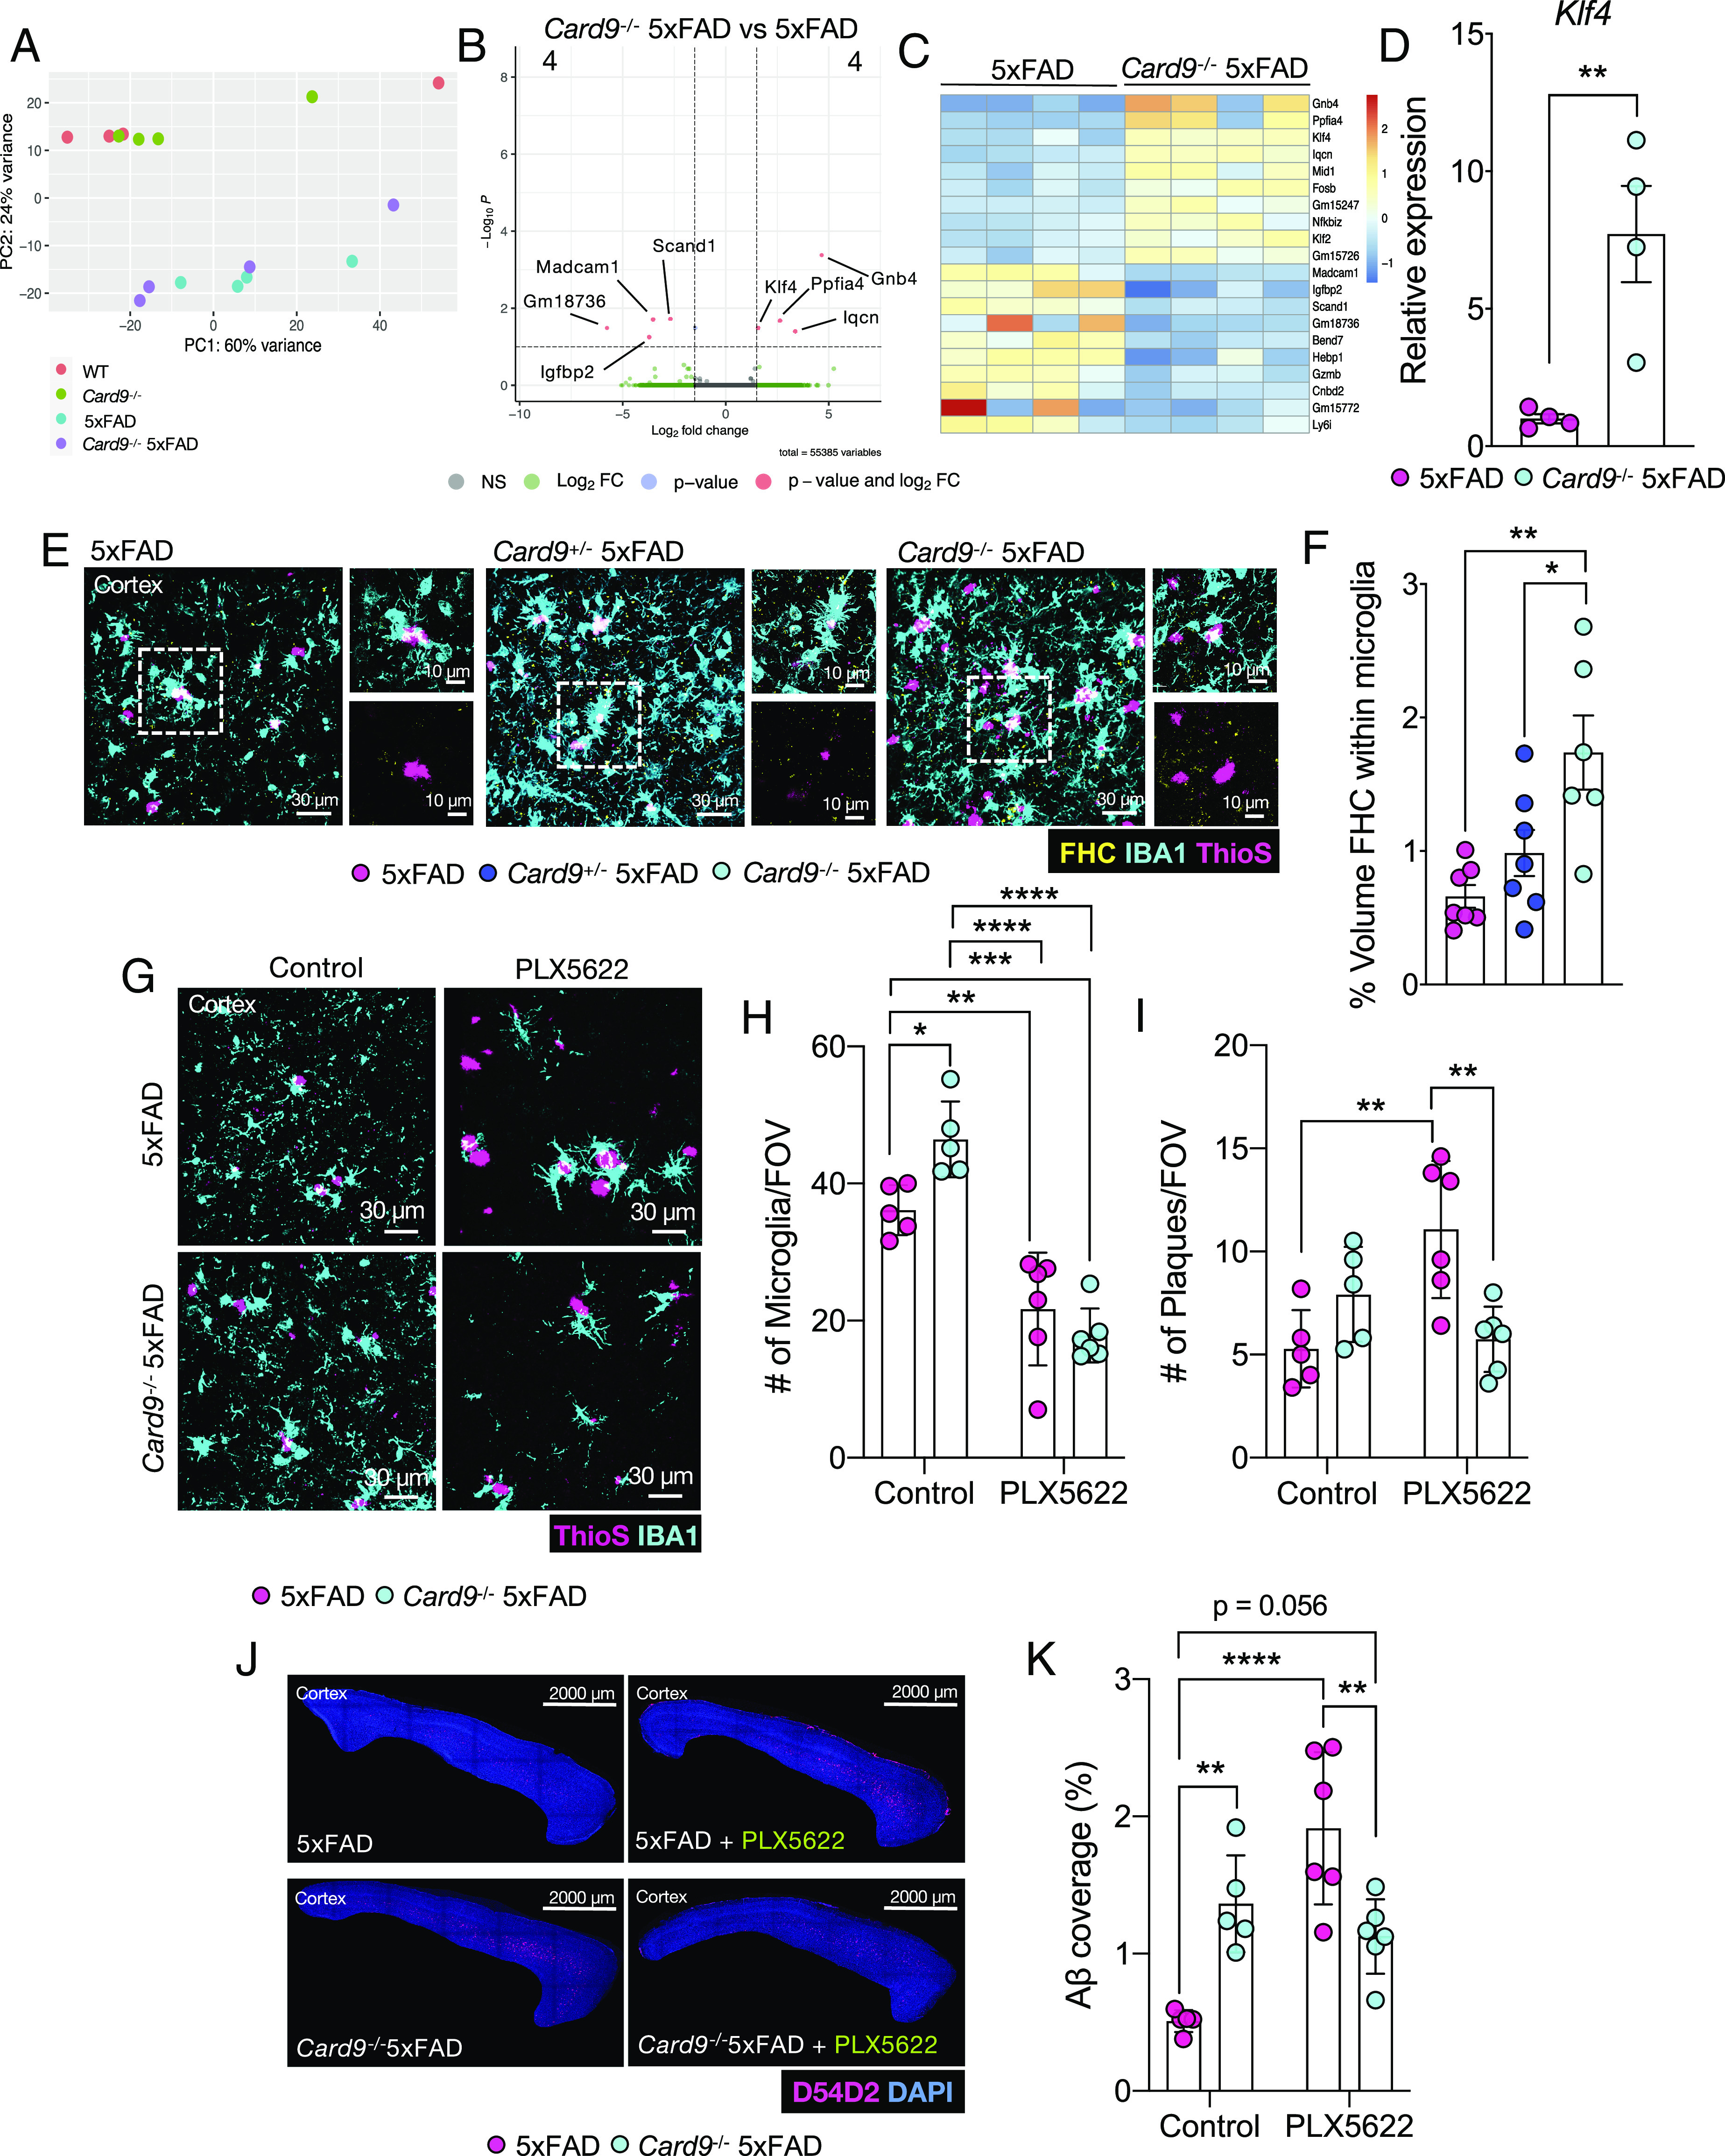
*Card9*-dependent microglial regulation in 5xFAD mice. (*A*–*C*) RNA-Seq was performed on microglia from 5-mo-old *Card9^+^*^/+^ (denoted as WT), *Card9*^−/−^, 5xFAD, and *Card9*^−/−^5xFAD mice sorted from single-cell brain suspensions using anti-CD11b^+^-coated magnetic beads and magnetic column sorting. (*A*) Principal component (PC) analysis of sample clustering. (*B*) Volcano plot comparing differentially expressed genes (FDR < 0.1) between *Card9*^−/−^5xFAD and 5xFAD microglia, where 4 genes are significantly down-regulated and 4 genes are significantly up-regulated. (*C*) Heatmap representation of the top 10 overall up-regulated and down-regulated genes between microglia isolated from *Card9*^−/−^5xFAD and 5xFAD mice. (*D*) qPCR validation of *Klf4* expression in microglia sorted from *Card9*^−/−^5xFAD and 5xFAD mice. (*E* and *F*) Brains were harvested from 5-mo-old 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice to assess microglial ferritin heavy chain (FHC) levels in the cortex. (*E*) Representative images and (*F*) quantification of FHC (yellow) within microglia (IBA1, cyan) surrounding ThioS^+^ plaques (pink) in the field of view (FOV) of the frontal cortex of 5xFAD, *Card9*^+/−^5xFAD, and *Card9*^−/−^5xFAD mice. Original magnification: 63x; (scale bar, 30 µm and 10 µm.) (*G*–*K*) 5xFAD and *Card9*^−/−^5xFAD mice were fed normal chow (denoted as control) or PLX5622 chow beginning at 1.5 mo of age and harvested at 4 mo of age. (*G*) Representative images and (*H*) quantification of microglia numbers (IBA1, cyan) surrounding ThioS^+^ plaques (pink) in the FOV of the frontal cortex of normal chow- and PLX5622 chow-fed 5xFAD and *Card9*^−/−^5xFAD mice. (*G*) Representative images and (*I*) quantification of ThioS^+^ Aβ plaque (pink) numbers in the cortex FOV, with combined data from a total of 30 to 75 plaques from 3 matching brain sections per mouse. Original magnification: 63×; (scale bar = 30 µm.) (*J*–*K*) Representative images of Aβ (D54D2, pink; DAPI, blue) staining from sagittal sections in the cortex of normal chow- and PLX5622 chow-fed 5xFAD and *Card9*^−/−^5xFAD mice. Original magnification: 10×; (scale bar, 2,000 µm.) Statistical significance between experimental groups was calculated by unpaired two-tailed Student’s *t* test (*D*), one-way ANOVA with Tukey’s post hoc test (*F*), and two-way ANOVA with Tukey’s post hoc test (*H*, *I*, and *K*). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Error bars represent mean ± SEM (*D*, *F*, *H*, *I*, and *K*). Each data point represents an individual mouse (*D*, *F*, *H*, *I*, and *K*).

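Besides the genes named in the text, Fig. 4C shows 12 genes, of which 11 passed the filter on low counts. All 11 changed between *Card9*-/-5xFAD and 5xFAD libraries in the direction that the heatmap shows, 10 of them with an unadjusted p under 0.05, and the lowest FDR was 0.993. Ranges of the 2 groups did not overlap for 9 of the 11 genes, which the paper chose on these libraries. Over all genes, 275 of 14513 did not overlap, where chance alone gives 2.86%. *Mid1* (chromosome X, 169685199 to 170005736) was expressed at 14.3 to 45.0 CPM in *Card9*-/-5xFAD and 6.03 to 13.3 CPM in 5xFAD, a log2 fold change of 1.70 (SE 0.55, adjusted p = 0.993). *Fosb*, *Nfkbiz*, *Klf2* and *Gm15726* were also higher in *Card9*-/-5xFAD, with log2 fold changes from 1.25 to 1.48. *Klf2* had an unadjusted p of 0.0640. *Gm15726* and *Gm15247* are antisense genes within *Mid1*, and the paper's text does not name a strand setting for the counting. *Mid1* also overlaps *G530011O06Rik* on the other strand, which had 26132 counts over all libraries against 2672 on *Mid1*. Reads of these genes could be split or shared in the counting. *Gm15247* did not pass the filter, with 2 to 16 counts in *Card9*-/-5xFAD and 0 counts in every 5xFAD library, which is at least 2.22-fold higher.
*Bend7* was at or under 3 counts in every *Card9*-/-5xFAD library and at 9 to 27 counts in 5xFAD, which is at least 4.93-fold lower. *Hebp1* (log2 fold change −1.99), *Gzmb* (−1.72), *Cnbd2* (−1.80), *Gm15772* (−3.41) and *Ly6i* (−1.84) were also lower in *Card9*-/-5xFAD. *Gm15772* is a processed pseudogene, *Ly6i* belongs to a family of similar genes, and *Hebp1* and *Cnbd2* overlap other genes, so their reads could be split or shared in the counting. The 2 groups overlapped for *Gm15772*, from 13.2 to 40.8 CPM in *Card9*-/-5xFAD against 12.4 to 679 CPM in 5xFAD, and for *Ly6i*, from 2.74 to 7.21 CPM against 4.36 to 21.5 CPM.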

To our surprise, we did not observe a major effect of CARD9 deletion on the microglial transcriptional response in 5xFAD mice (Fig. 4 *B* and *C*). 

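The response to the 5xFAD transgenes was measured once with *Card9* (5xFAD against WT) and once in the labelled absence of *Card9* (*Card9*-/-5xFAD against *Card9*-/-), in comparisons that share no library. In 5xFAD, 304 genes passed the FDR threshold, 228 higher and 76 lower than in WT. In *Card9*-/-5xFAD, 286 genes passed, 216 higher and 70 lower than in *Card9*-/-. Ranges of the groups did not overlap for 297 of the 304 genes and 262 of the 286 genes, which were chosen on these libraries. Over all 14513 genes, 1167 in the first comparison and 1018 in the second did not overlap, where chance alone gives 2.86%. The same 205 genes passed in both comparisons, all with the same sign, and all 304 genes of the first had the same sign in the second. *Cst7* rose from 36.5 ± 11.5 CPM (SD, n = 4) in WT to 3658 ± 984 CPM (SD, n = 4) in 5xFAD, a log2 fold change of 6.65 (SE 0.40, adjusted p = 2.03e-07 from edgeR's test). The same gene rose from 21.1 ± 3.82 CPM (SD, n = 4) in *Card9*-/- to 2324 ± 708 CPM (SD, n = 4) in *Card9*-/-5xFAD, a log2 fold change of 6.78 (SE 0.41, adjusted p = 9.36e-08 from edgeR's test). Genes of lowest FDR are named here only among those whose group ranges did not overlap. Of these, *Baiap2l2*, *Lpl* and *Actr3b* were also among the 5 that rose with the lowest FDR in either comparison. Their log2 fold changes were 6.94, 4.61 and 5.94 in 5xFAD and 7.97, 4.10 and 5.86 in *Card9*-/-5xFAD. *Itgax* (log2 fold change 3.98 in 5xFAD) and *Chst2* (5.00 in *Card9*-/-5xFAD) completed the 5. Among genes that fell without overlap of the ranges, *Tmem44* had the lowest FDR. It fell by 1.65 on the log2 scale in 5xFAD and by 1.74 in *Card9*-/-5xFAD. *Hlf*, *Cass4*, *Nedd9* and *Bcat1* followed in 5xFAD (−1.85, −1.45, −1.61 and −2.52), and *Kcne3*, *Ptger3*, *Ednrb* and *Bank1* in *Card9*-/-5xFAD (−2.42, −2.03, −1.74 and −1.51). The alternative that moved both counts most was 1 surrogate variable, which gave 2029 and 2479 genes. Leaving out 1 library gave from 164 (without WT replicate 4) to 316 genes (without WT replicate 1) in 5xFAD and from 120 (without *Card9*-/- replicate 2) to 720 genes (without *Card9*-/- replicate 4) in *Card9*-/-5xFAD.
The difference between the 2 responses was tested as an interaction. No gene passed the FDR threshold (0 of 14513), and 78 genes had an unadjusted p under 0.05. Leaving out *Card9*-/-5xFAD replicate 3 gave 1 gene (*Gnb4*), and leaving out any other library gave 0. Across the 14513 genes, the log2 fold changes of the 2 responses had a Pearson r of 0.703 and a Spearman rho of 0.716, and 81.4% of genes had the same sign. Genes are not independent replicates, and a jackknife over libraries gave r an SE of 0.0927. The lowest r was 0.601, without *Card9*-/-5xFAD replicate 4.
A list of 34 genes that rise in disease-associated microglia (DAMs) and a list of 30 homeostatic genes were written from general knowledge before the data were examined. The paper names neither list. The DAM genes had a mean log2 fold change of 2.72 in 5xFAD and 2.58 in *Card9*-/-5xFAD, and 33 of 34 were higher in each. The set test camera, which compares a list with the other genes at a preset correlation of 0.01, gave adjusted p = 1.77e-57 and 3.00e-51, and both calls held under an estimated correlation and under fry. Of the DAM genes, 24 passed the FDR threshold over all genes in 5xFAD and 28 adjusted over the list alone, and 22 and 31 did in *Card9*-/-5xFAD. The homeostatic genes had a mean log2 fold change of −0.33 in 5xFAD (22 of 30 lower, camera adjusted p = 0.0315) and −0.24 in *Card9*-/-5xFAD (21 of 30 lower, camera adjusted p = 0.140). The first of these calls did not hold under an estimated correlation (adjusted p = 0.450) or fry (0.171), nor with the length covariate chosen after the data were seen (0.283), nor without 5xFAD replicate 1 (0.374) or WT replicate 2 (0.118). The second passed among genes with at least 10 counts in every library (0.0614) and without *Card9*-/- replicate 4 (0.0367), and leaving out *Card9*-/- replicate 2 or *Card9*-/-5xFAD replicate 1, 2 or 3 gave 0.0635 to 0.0975. Between *Card9*-/-5xFAD and 5xFAD, the DAM genes had a mean log2 fold change of −0.26, with 25 of 34 lower (camera adjusted p = 5.23e-07, 0.0548 under an estimated correlation and 0.0931 under fry). Per library, the mean log2 CPM of the DAM genes was 9.04 to 9.61 in *Card9*-/-5xFAD and 9.72 to 9.90 in 5xFAD (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). No DAM gene passed the FDR threshold alone in that comparison (0 of 34), over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05 (*Spp1*, log2 fold change −1.43, named after its value was seen). For the interaction, the DAM genes gave a mean log2 fold change of −0.14 (camera adjusted p = 0.0174), a call that did not hold under an estimated correlation (0.267), under fry (0.669), without *Card9*-/-5xFAD replicate 4 (0.898), WT replicate 4 (0.192), *Card9*-/- replicate 4 (0.160) or 5xFAD replicate 3 (0.148).
The authors hypothesized that microglia of *Card9*-/-5xFAD mice would be unable to undergo the transcriptional change seen in DAMs. From the small number of genes that differed between *Card9*-/-5xFAD and 5xFAD microglia, the paper states that no major effect of CARD9 deletion on the transcriptional response of microglia in 5xFAD mice was observed.

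**Figure D2:**
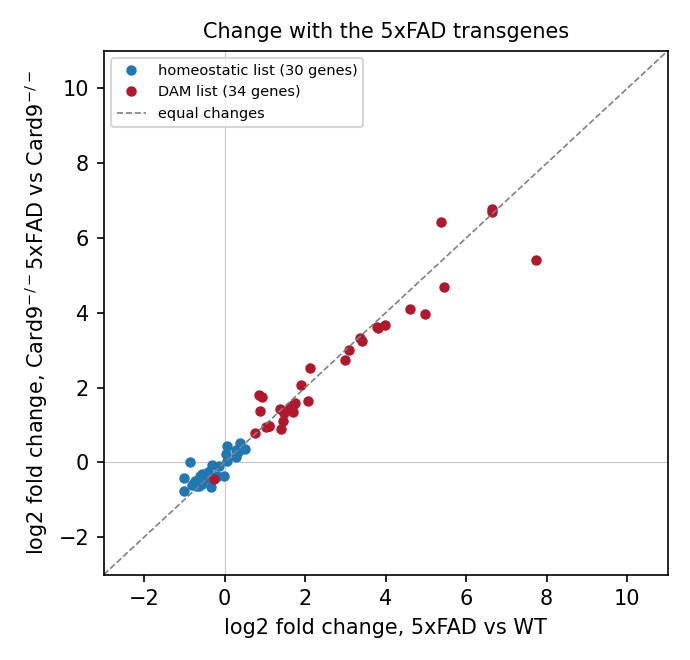
Log2 fold change of 5xFAD against WT (x axis) and of *Card9*-/-5xFAD against *Card9*-/- (y axis) for the 30 homeostatic genes (blue) and the 34 DAM genes (red), with a dashed line of equal change. The DAM genes have a mean of 2.72 on the x axis and 2.58 on the y axis.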

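Between libraries labelled *Card9*-/-5xFAD and 5xFAD libraries, no gene passed an FDR of 0.1 in edgeR's test (0 of 14513, lowest FDR 0.552). An unadjusted p under 0.05 was found for 366 genes, 159 higher and 207 lower in *Card9*-/-5xFAD, where 726 would be given by chance. The alternative that moved the count most was DESeq2 on only the 8 libraries compared, which gave 9 genes, 4 higher and 5 lower. Leaving out 1 library gave 0 genes, except without *Card9*-/-5xFAD replicate 3, where *Gnb4* passed (FDR 0.00595).
The paper names *Gnb4*, *Ppfia4*, *Klf4* and *Iqcn* as higher and *Madcam1*, *Igfbp2*, *Scand1* and *Gm18736* as lower in this comparison. All 8 genes changed in the same direction, with unadjusted p from 3.80e-05 to 0.0426 and FDR from 0.552 to 0.993. All 8 passed when adjusted over the list alone (0.000304 to 0.0426), which is not independent evidence, since the list was chosen on these libraries. Ranges of the groups did not overlap for 5 of these 8 genes, against 275 of 14513 over all genes and 2.86% by chance.
*Gnb4* lies on chromosome 3 from 32580332 to 32616585. Its expression was 14.3 ± 9.46 CPM (SD, n = 4) in *Card9*-/-5xFAD and 0.544 ± 0.238 CPM (SD, n = 4) in 5xFAD, a log2 fold change of 4.71 (SE 0.84, adjusted p = 0.552 from edgeR's test). *Card9*-/-5xFAD replicates 1, 2 and 4 had 22.6, 17.5 and 16.4 CPM, and replicate 3 had 0.695 CPM, within the range of 5xFAD. *Ppfia4* lies on chromosome 1 from 134296783 to 134332928. Its expression was 226 ± 142 CPM (SD, n = 4) in *Card9*-/-5xFAD and 34.8 ± 4.53 CPM (SD, n = 4) in 5xFAD, a log2 fold change of 2.70 (SE 0.85, adjusted p = 0.993 from edgeR's test). *Card9*-/-5xFAD replicate 3 was again within the range of 5xFAD, at 31.6 CPM. *Madcam1* (chromosome 10) was lower in *Card9*-/-5xFAD, at 1.08 ± 0.153 CPM (SD, n = 4) against 6.51 ± 2.76 CPM (SD, n = 4), a log2 fold change of −2.60 (SE 0.56). The log2 fold change was 3.35 for *Iqcn* (SE 1.04; chromosome 8), −3.49 for *Igfbp2* (SE 1.12; chromosome 1) and −1.43 for *Scand1* (SE 0.45; chromosome 2). *Scand1* overlaps *Cnbd2* on the other strand. *Gm18736*, a pseudogene on chromosome 17 that overlaps *Tmem232*, had at most 2 counts in any *Card9*-/-5xFAD library and 1 to 100 counts in 5xFAD, which is at least 10.2-fold lower. Its ranges overlapped between the groups, so this bound, which uses the mean of 5xFAD, does not hold for every library.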

In fact, when comparing *Card9*^−/−^5xFAD microglia to 5xFAD microglia, we only detected 4 down-regulated (*Madcam1*, *Igfbp2*, *Scand1*, and *Gm18736*) and 4 up-regulated (*Gnb4*, *Ppfia4, Klf4*, and *Iqcn*) genes (false discovery rate (FDR) < 0.1) (Fig. 4 *B* and *C*). However, we found the upregulation of *Klf4* in *Card9*^−/−^5xFAD microglia analyzed by RNA-Seq and qPCR (Fig. 4 *C* and *D*) compelling due to the fact that KLF4 has been shown to regulate microglia-driven neuroinflammation and neuronal loss in the context of AD pathology (72, 73). 

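*Klf4* lies on chromosome 4 from 55527143 to 55532466. Its expression was 64.0 ± 7.74 CPM (SD, n = 4) in *Card9*-/-5xFAD and 20.6 ± 8.39 CPM (SD, n = 4) in 5xFAD, a log2 fold change of 1.64 (SE 0.74, adjusted p = 0.993 from edgeR's quasi-likelihood test). Every *Card9*-/-5xFAD library (55.6 to 70.7 CPM) was above every 5xFAD library (14.4 to 32.9 CPM; exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The paper chose *Klf4* on these same libraries, so this test is not independent evidence. With each library left out in turn, the log2 fold change stayed between 1.34 and 1.95. With DESeq2 on only the 8 libraries compared, the log2 fold change was 1.57 and *Klf4* passed the threshold (FDR 0.0326). With the mean of the 30 early response genes of each library as a covariate, the log2 fold change was 0.98 (SE 0.81). Without the transgenes, *Klf4* was expressed at 76.6 ± 93.0 CPM (SD, n = 4) in *Card9*-/- and 49.3 ± 48.6 CPM (SD, n = 4) in WT, with 214 CPM in *Card9*-/- replicate 4 and 120 CPM in WT replicate 1. The log2 fold change of *Card9*-/- against WT was 0.63 (unadjusted p 0.399) and became −0.66 without *Card9*-/- replicate 4. *Klf4* had a log2 fold change of −1.26 in 5xFAD against WT (unadjusted p 0.107) and of −0.25 in *Card9*-/-5xFAD against *Card9*-/- (unadjusted p 0.735). The *Card9* effect did not differ between mice with and without the transgenes beyond its error (interaction 1.01, SE 1.03, unadjusted p 0.340). The qPCR values of Fig. 4D are not analysed here.

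**Figure D3:**
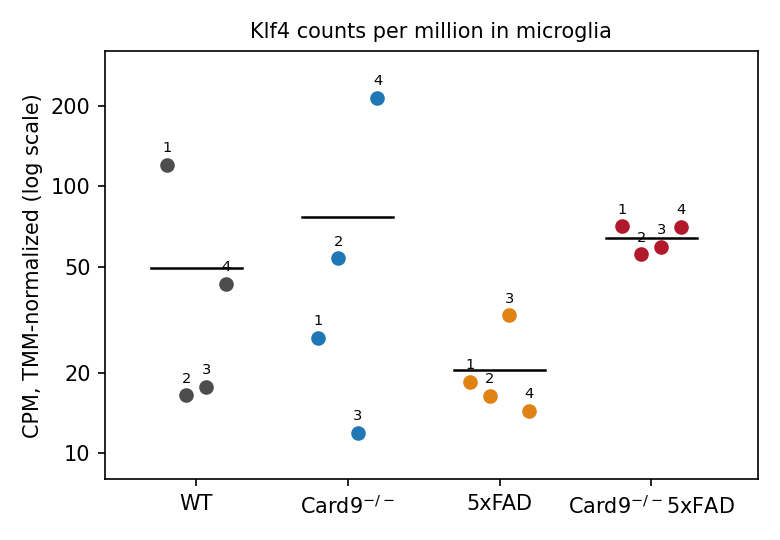
*Klf4* expression (CPM on a log axis, y axis) in each library by labelled genotype (x axis), with points marked by replicate number and the mean as a line. *Card9*-/-5xFAD libraries lie between 55.6 and 70.7 CPM and 5xFAD libraries between 14.4 and 32.9 CPM.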

Although we did not observe overt changes in inflammatory signaling or oxidative stress between 5xFAD and *Card9*^−/−^5xFAD mice (Fig. 4 and *SI Appendix*, Fig. S4) which have previously been described to be regulated by KLF4, we did observe a significant increase in neuronal cell death in the CA1 region of the hippocampus (Fig. 2 *A* and *B*). 

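For inflammatory signaling and oxidative stress, lists of 30 and 26 genes were written from general knowledge before the data were examined, and 27 and 25 of them passed the filter on low counts. The paper gives no such lists. Its statement also rests on Fig. S4, with cytokine protein levels in the brain and staining of microglia for reactive oxygen species. Transcripts of these lists measure neither. Inflammatory signaling genes had a mean log2 fold change of 0.25 between *Card9*-/-5xFAD and 5xFAD libraries, with 17 of 27 higher (camera adjusted p = 0.433, 0.654 under an estimated correlation and 0.538 under fry). Oxidative stress genes had a mean log2 fold change of −0.03, with 11 of 25 lower (camera adjusted p = 0.120, 0.125 under an estimated correlation and 0.259 under fry), where the median over all genes was 0.14. No gene of either list passed the FDR threshold, over all genes or adjusted over the list alone, and 1 inflammatory signaling gene (*Ptgs2*, log2 fold change 1.03) and 0 oxidative stress genes had an unadjusted p under 0.05. *Ptgs2* and its value were singled out after they were seen. *Tnf* (log2 fold change 0.55, SE 0.50), *Il1b* (−0.12, SE 0.58), *Ccl2* (0.51, SE 0.39), *Nlrp3* (0.83, SE 0.50), *Cybb* (0.18, SE 0.26), *Hmox1* (0.17, SE 0.36) and *Sod2* (−0.41, SE 0.26) are other members, also picked after their values were seen.
Single libraries changed both list results. The adjusted p for inflammatory signaling ranged from 0.0972, without *Card9*-/-5xFAD replicate 1, to 0.967, without *Card9*-/-5xFAD replicate 3, where the direction was reversed. The adjusted p for oxidative stress ranged from 0.0311, without 5xFAD replicate 1, to 0.372, and was 0.0791 without *Card9*-/-5xFAD replicate 2. Among genes with at least 10 counts in every library, oxidative stress genes passed the threshold (adjusted p = 0.0627). A covariate for transcript length, chosen after the data were seen, gave adjusted p = 0.0175 for inflammatory signaling and 0.0687 for oxidative stress.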

Neuronal cell loss is a key element contributing to AD progression that is reported to be propagated by KLF4 (72–75). Interestingly, KLF4 is believed to contribute to microglial iron dyshomeostasis that promotes impaired microglial response to Aβ (73). In fact, iron-laden microglia have been identified in the AD brain (76). Therefore, we looked at ferritin heavy chain accumulation in microglia, a subunit of ferritin critical for iron sequestration (77). We took into account the increase in microglial coverage in the cortex of *Card9*^−/−^5xFAD mice by normalizing the volume of ferritin heavy chain to the total volume of IBA1^+^ cells; thus, allowing us to calculate ferritin heavy chain level per microglia. Interestingly, we observed a striking increase in ferritin heavy chain staining within *Card9*^−/−^5xFAD microglia compared with 5xFAD controls (Fig. 4 *E* and *F*). Thus, CARD9 likely regulates iron homeostasis in 5xFAD microglia. It is important to note that *Card9*-deletion at steady state in the absence of 5xFAD transgene did not cause a major transcriptional shift in microglia, with a unique 4 down-regulated (*Ly6i*, *Hebp1, Tppp3*, and *Cd300e*) and 4 up-regulated (*Cacnb2*, *Prkcq*, *Thnsl1*, and *Ppfia4*) genes compared with WT microglia (FDR < 0.1) (*SI Appendix*, Fig. S5). These findings indicate that CARD9 deletion in 5xFAD mice leads to elevated expression of KLF4 in the brain and that this is associated with increased production of ferritin heavy chain by IBA1+ cells.

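Between libraries labelled *Card9*-/- and WT libraries, no gene passed an FDR of 0.1 in edgeR's test (0 of 14513, lowest FDR 0.200), and 597 genes had an unadjusted p under 0.05, 199 higher and 398 lower in *Card9*-/-. Chance would give 726 genes. Leaving out any 1 of the 8 libraries gave 0 genes. The alternative that moved the count most was 1 surrogate variable, which gave 11 genes, 3 higher and 8 lower. DESeq2 on only the 8 libraries compared gave 8 genes, the same 8 that the paper names.
All 8 named genes changed in the direction that the paper gives, with unadjusted p from 1.38e-05 to 0.00944 and FDR from 0.200 to 0.970. Adjusted over the list alone, all 8 passed (0.000110 to 0.00944), which is not independent evidence, since these libraries served to choose the list. Ranges of the groups did not overlap for 7 of these 8 genes, with *Cd300e* as the exception. Over all genes, 386 of 14513 did not overlap, where chance gives 2.86%. *Ly6i* (chromosome 15, 74979534 to 74983430) was expressed at 2.47 ± 1.08 CPM (SD, n = 4) in *Card9*-/- and 19.2 ± 1.74 CPM (SD, n = 4) in WT, a log2 fold change of −2.89 (SE 0.47, adjusted p = 0.200 from edgeR's test). It belongs to a family of similar genes whose reads could be split in the counting. *Hebp1* (chromosome 6, 135137522 to 135198022), which overlaps *Fam234b*, was expressed at 7.96 ± 4.77 CPM (SD, n = 4) in *Card9*-/- and 51.6 ± 18.6 CPM (SD, n = 4) in WT, a log2 fold change of −2.74 (SE 0.51, adjusted p = 0.483 from edgeR's test). *Tppp3* and *Cd300e* had log2 fold changes of −1.41 (SE 0.48) and −2.13 (SE 0.54).
*Ppfia4* had a log2 fold change of 3.65 (SE 0.89) and was expressed at 113 ± 118 CPM (SD, n = 4) in *Card9*-/- and 9.01 ± 0.747 CPM (SD, n = 4) in WT. *Card9*-/- replicates 2 and 3 had 205 and 226 CPM, and replicates 1 and 4 had 9.85 and 11.8 CPM, next to the highest WT library at 9.67 CPM. *Cacnb2* and *Prkcq* had log2 fold changes of 1.81 (SE 0.40) and 1.93 (SE 0.51), and *Thnsl1* was expressed at 10.6 ± 1.04 CPM (SD, n = 4) in *Card9*-/- and 3.13 ± 0.949 CPM (SD, n = 4) in WT. These 3 genes lie 11.4, 15.1 and 5.14 Mb from *Card9* on chromosome 2, and *Cacnb2* spans several small genes. Between *Card9*-/-5xFAD and 5xFAD, their log2 fold changes were 1.68, 0.43 and 1.23, and that of *Prkcq* became −0.20 without *Card9*-/-5xFAD replicate 4.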

### The Impact of Card9 Deletion on Aβ Load Does Not Rely on Increased Numbers of Microglia.

Microglia are known to play both beneficial and detrimental roles in the context of Aβ pathology (5, 6, 21, 69, 78, 79). For instance, microglia are able to shield neurons from neurotoxic species of Aβ (11, 30); however, recent studies also suggest that microglia can contribute to the pathogenic spread of Aβ amyloidosis (6, 80). Therefore, the possibility exists that the increased microgliosis observed in *Card9*-deficient 5xFAD mice (Fig. 3 *A* and *B*) may contribute to the exacerbated AD pathology progression seen in *Card9*^−/−^5xFAD mice (Fig. 1).

To test this, we fed 1.5-mo-old 5xFAD and *Card9*^−/−^5xFAD mice with either normal chow or food containing the CSF1R inhibitor PLX5622 to deplete microglia. Mice remained on PLX5622 chow or normal feed for 2.5 mo and at 4 mo of age the brains were collected to evaluate microgliosis and Aβ load. Importantly, we observed similar levels of microglia depletion in 5xFAD and *Card9*^−/−^5xFAD mice after 2.5 mo of continuous treatment with PLX5622 food (Fig. 4 *G* and *H*). PLX5622-treated 5xFAD mice were found to have significantly increased levels of Aβ plaque load in the cortex when compared with 5xFAD mice on normal chow (Fig. 4 *G*, *I*, *J*, and *K*). In contrast, microglia depletion in *Card9*^−/−^5xFAD mice did not significantly impact Aβ plaque load, as the coverage of Aβ in the cortex was commensurate between PLX5622-treated and control chow-treated *Card9*^−/−^5xFAD mice (Fig. 4 *G*, *I*, *J*, and *K*). These collective findings suggest that the increased numbers of microglia are likely not causative in the exacerbated AD pathology development of CARD9-deficient mice.

### The Ability of β-glucan Treatment to Reduce Aβ Load in 5xFAD Mice Is Dependent on CARD9.

Thus far, we have demonstrated that CARD9 deletion is detrimental for microglial activation and pathology progression in the 5xFAD mouse model. These findings suggest that CARD9 activity plays a protective role in response to Aβ pathology; thus, we sought to explore whether CARD9 stimulation can reduce Aβ load in the brain. We chose to enhance CARD9 signaling by targeting the activation of CLEC7A, a receptor that has been extensively reported to promote CARD9 activation in response to fungal triggers (81, 82). CLEC7A can initiate downstream CARD9 signaling following its binding to β-D-glucans, a component of yeast cell walls (83). We injected pustulan, a β-D-glucan that can activate a range of fungal recognition signaling pathways including CARD9, into the Aβ-laden hippocampus of 5xFAD mice to evaluate how the activation of the CLEC7A-CARD9 pathway affected Aβ load.

Two-month-old 5xFAD and *Card9*^−/−^5xFAD mice were injected with either vehicle or 2 μg pustulan into the right and left hemisphere of the hippocampus, respectively. *Card9*^−/−^5xFAD mice were included in these studies as controls to test for any potential off-target and CARD9-independent effects of pustulan treatment on Aβ pathology. Brains were then harvested at 7 d post injection, and Aβ plaque load was compared between the vehicle- and pustulan-treated hemispheres of the hippocampus (Fig. 5*A*). We chose to treat mice at 2 mo of age due to the appreciable Aβ deposition in the hippocampus of mice at this time point. Moreover, there are not yet statistically significant differences in Aβ load between 5xFAD mice and *Card9*^−/−^5xFAD mice at this age, which enables us to more accurately assess whether pustulan has any CARD9-independent effects. In 5xFAD mice, the hippocampal hemisphere treated with pustulan had significantly reduced Aβ coverage, fewer plaques, and lower plaque volume compared to the vehicle-treated hippocampal hemisphere (Fig. 5 *B*–*E*). In contrast, the hippocampi of *Card9*^−/−^5xFAD mice had comparable levels of Aβ regardless of treatment (Fig. 5 *B* and *F*–*H*), suggesting that pustulan promotes Aβ control in a CARD9-dependent manner. Taken together, these data indicate that CARD9 signaling contributes to the restriction of Aβ-driven pathology in the 5xFAD mouse model of AD.

**Fig. 5.**
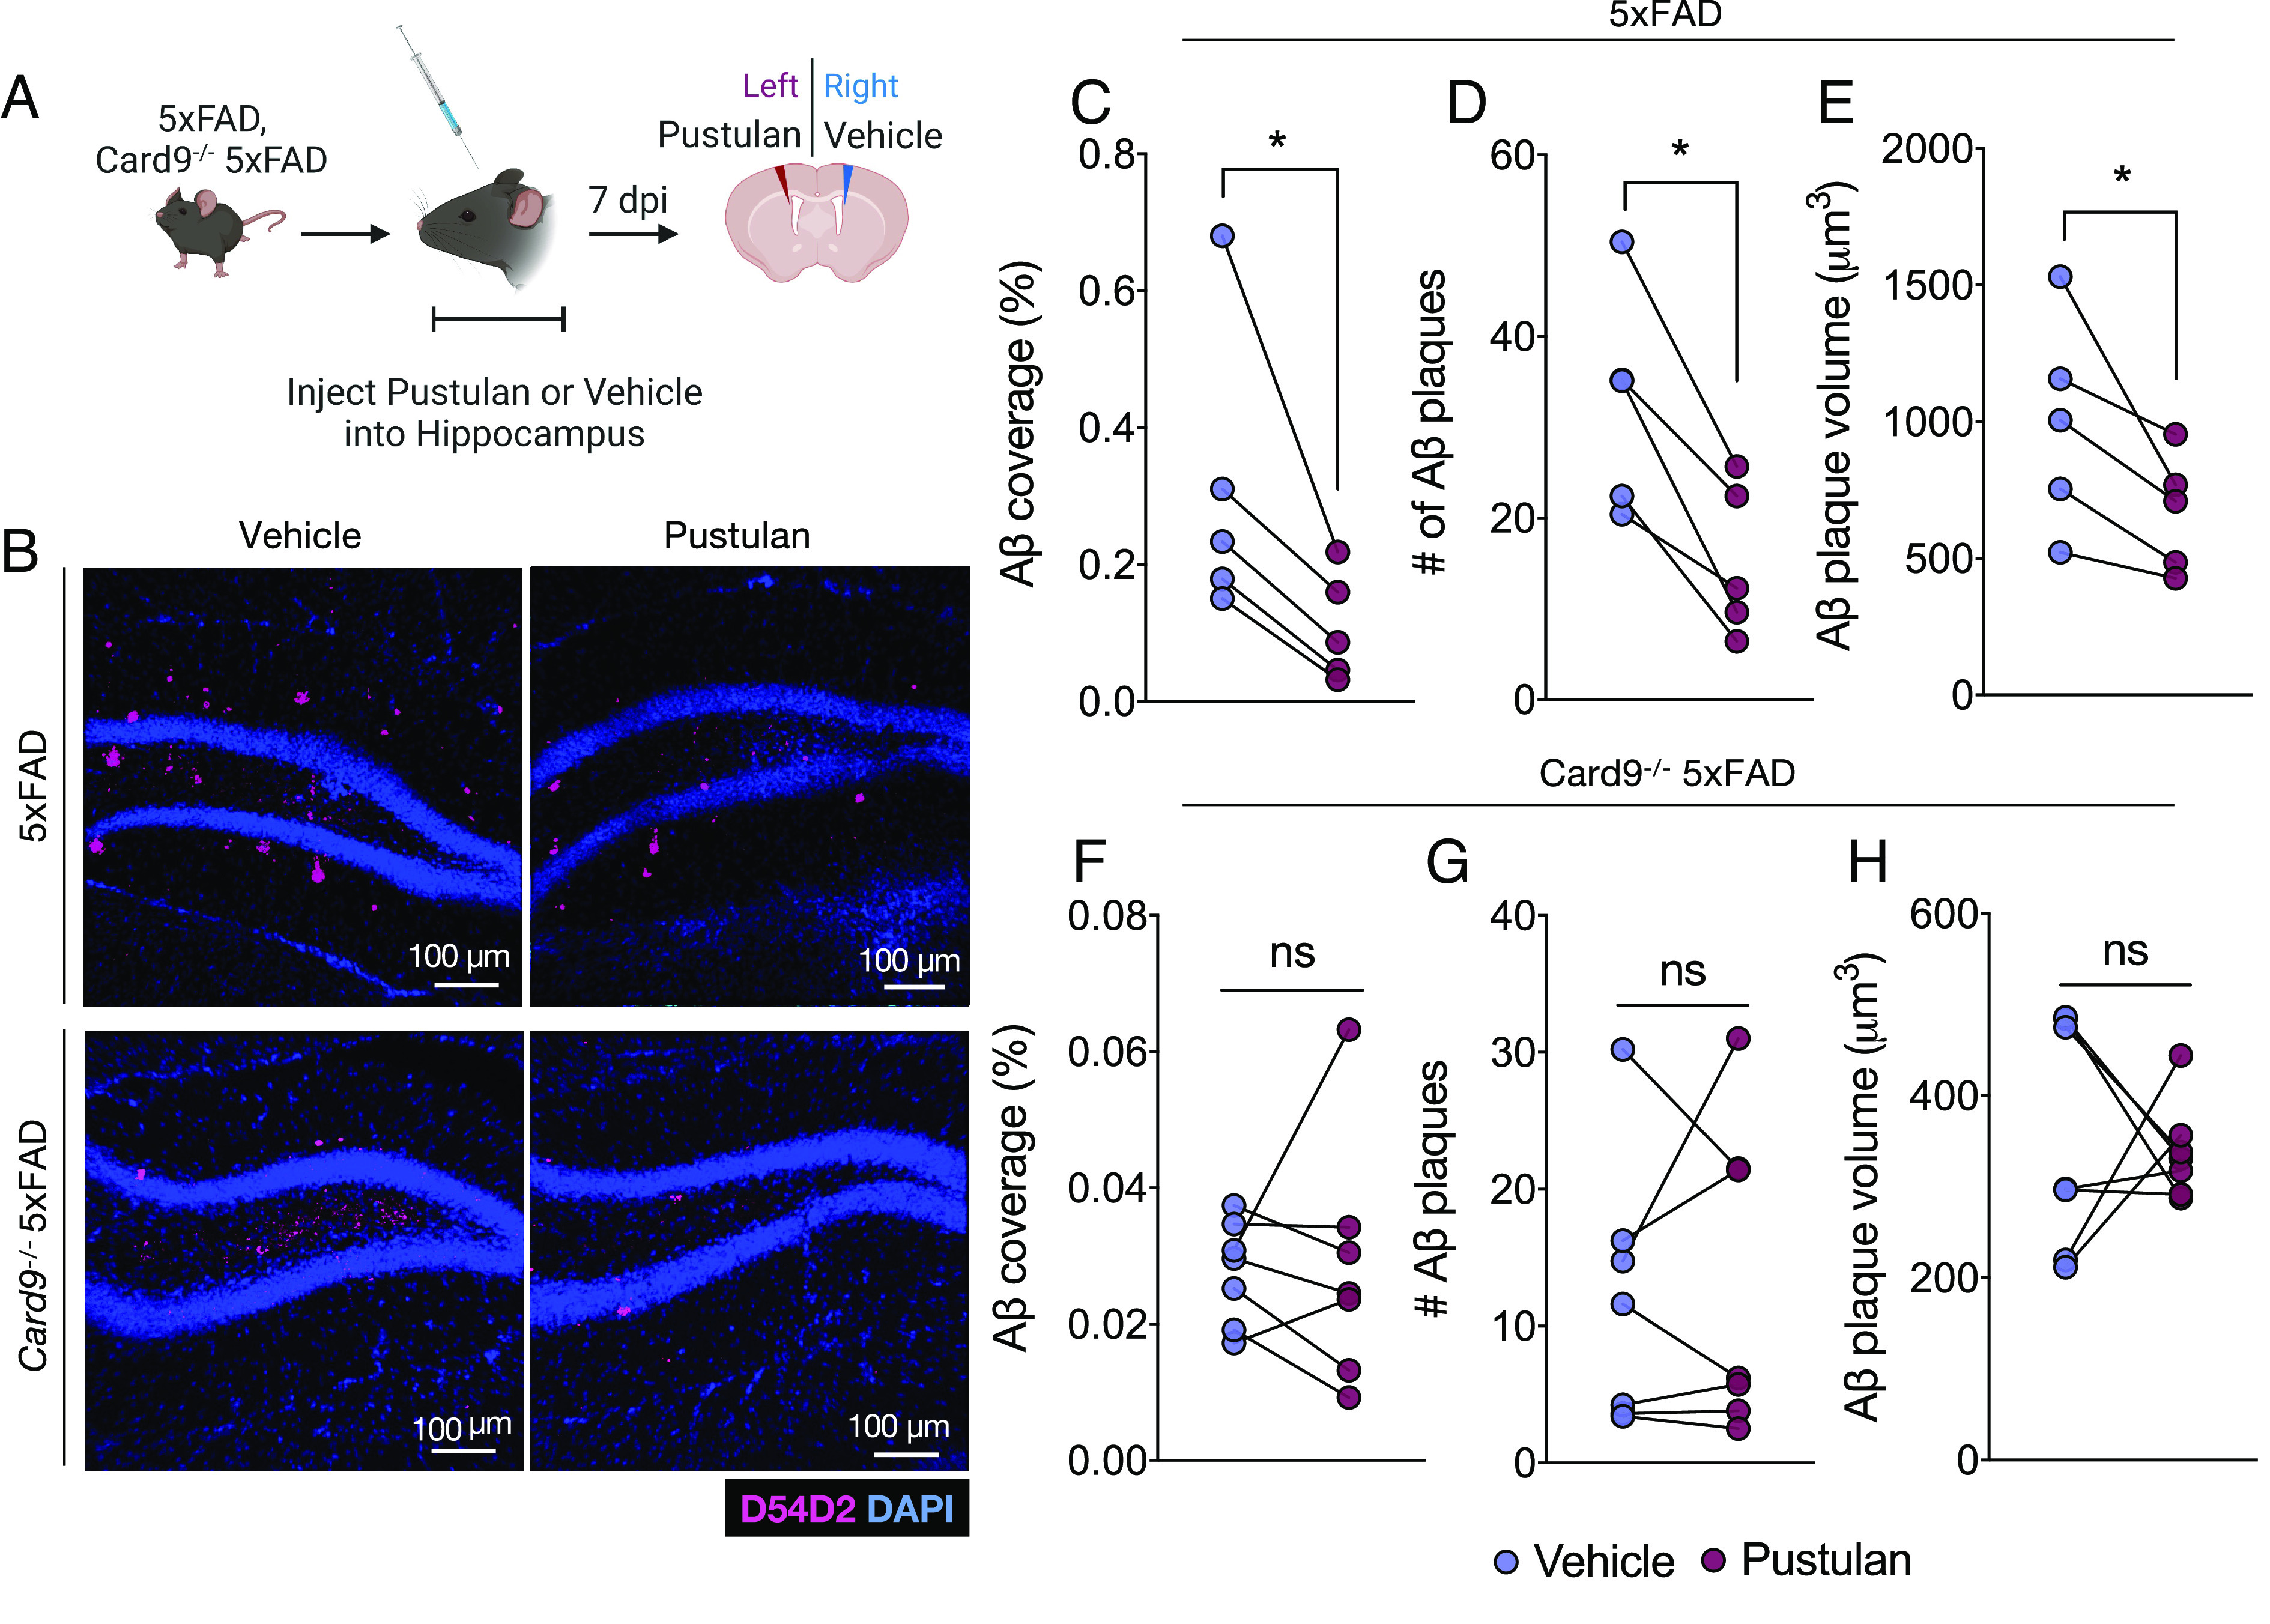
Pustulan treatment enhances Aβ clearance in a CARD9-dependent manner in the hippocampus of 5xFAD mice. (*A*–*I*) *Right* and *Left* hippocampal injection of vehicle or pustulan, respectively, into 2-mo-old 5xFAD and *Card9*^−/−^ 5xFAD mice. Brains were then harvested 7 days post injection (dpi). (*A*) Experimental design schematic. (*B*) Representative images of Aβ (D54D2, pink) coverage in 2-mo-old 5xFAD and *Card9*^−/−^ 5xFAD mice 7 d following intrahippocampal injection of vehicle or 2 μg pustulan. (*C*–*H*) Quantification of Aβ in the hippocampus of (*C*–*E*) 5xFAD and (*F*–*H*) *Card9*^−/−^ 5xFAD mice. Statistical significance between experimental groups was calculated by paired Student’s *t* test (*C*–*H*). ns = nonsignificant, *P < 0.05. Representative data from 2 independent experiments (*C*–*H*). Error bars represent mean ± SEM, and each data point represents an individual mouse (*C*–*H*).

## Discussion

The identification of microglial AD risk genes from GWAS studies has implicated several receptors in both aberrant and protective microglial responses (4, 70, 84). The characterization of these microglial receptors in mice and humans has uncovered several potential therapeutic targets (85–87); the activation or inhibition of these receptors has dominated microglia-targeted AD therapy as they extensively influence microglial response to AD pathology (6, 14, 20, 22, 32, 35, 59). In particular, activation of the TREM2 receptor has been demonstrated to exert neuroprotective effects and has advanced to phase 2 clinical trials for AD treatment (85). However, much of the microglial downstream signaling in AD remains poorly defined, potentially leaving a stone unturned for additional and more precise interventions. The intricacies of microglial function in AD, and how best to target them, are more likely to be uncovered by elucidating the unique and shared downstream molecular underpinnings of these receptors.

In our studies presented here, we identify CARD9, an immune molecule downstream of several microglial receptors implicated in AD, as an important regulator of microglial activation in the context of Aβ-driven pathology in 5xFAD mice. We demonstrate that CARD9 regulates the microglial response to Aβ in the 5xFAD brain, ultimately impacting Aβ load and neuronal loss. In addition, we find that CARD9 protects against cognitive impairment in 5xFAD mice. A transcriptional comparison between 5xFAD and *Card9*^−/−^5xFAD microglia uncovered increased expression of *Klf4* in CARD9-deficient microglia, a transcription factor linked with increased neuronal loss and iron dyshomeostasis (72, 73, 75). Interestingly, in addition to increased neuronal loss seen in the hippocampus, CARD9-deficient 5xFAD mice also display significantly higher iron retention in their microglia, a phenotype emblematic of microglial dysfunction (88, 89). Furthermore, we demonstrate that pustulan-induced activation of CARD9 drives a reduction in Aβ plaque load in the hippocampus of 5xFAD mice. Together, our studies suggest an important role for CARD9 in regulating microglial activation and Aβ load in 5xFAD mice.

CARD9 has classically been defined for its roles in driving myeloid cell inflammatory responses in the context of peripheral fungal infection (68, 83, 90, 91). The ability of microglia to function in the context of infection has long been known (92–95), but whether this mirrors microglial responses to AD pathology remains ill-defined. Interestingly, artifacts of fungal pathogens adjacent to Aβ plaques have been found in the brains of AD patients (96, 97), and although it remains controversial whether fungal infection precedes or follows AD onset (98), microglia are well equipped to recognize and respond to this pathogen in the brain (92). Thus, microglia contain sophisticated machinery that responds to both infectious triggers and AD pathology (8, 10, 94, 99); in turn, microglia have the potential to act as a critical bridge between immune activation and AD pathogenesis. For example, CLEC7A, a receptor upstream of CARD9, is up-regulated by microglia surrounding fungal aggregates and Aβ plaques (35, 99). Interestingly, fungal pathogens contain an amyloid-like structure on their cell surface that allows for pathogen adhesion and biofilm formation (100, 101), which may explain the multimodal upregulation of a fungal receptor such as CLEC7A. Altogether, the characterization of this innate immune response in both modalities of brain infection and neurodegeneration may uncover enigmatic etiologies of AD.

Targeting microglia in AD has become increasingly more complex as scientists gain a more complete understanding of the pleiotropic roles that microglia play in the evolution of disease. Just as AD can be stimulated by vastly heterogeneous triggers involving a combination of aging, environmental factors, and genetics (84, 102–105), microglial functions can also be significantly affected by these same contributing factors. Importantly, the progression of microglial transcription throughout AD pathogenesis has the capacity to significantly alter microglial responses and subsequent AD progression (33, 35, 69, 70, 106). Recent work has described the importance of these innate myeloid cells taking on a DAM signature during AD, promoting enhanced phagocytic and inflammatory function (69). However, more recent work has demonstrated that microglia undergo a phasic shift from phagocytic and proliferative to antiviral and apoptotic in the context of tauopathy (106). In the latter phase, microglia are immunosuppressed, but also contribute to chronic inflammation, a pathogenic hallmark in the AD brain (106). Ultimately, effectively targeting microglia in AD, either through the enhancement or diminution of microglial function, may largely depend on the prevailing pathology, stage of disease, and the delineation of influential microglial signaling.

Altogether, differential microglial responses in AD, including proliferation, activation, and pathology clearance, involve critical downstream signaling that have remained poorly described to date. In the studies presented here, we have demonstrated that CARD9 functions to impede AD pathology progression and acts as a relevant intracellular mediator of microglial response to Aβ in 5xFAD mice. Our findings highlight the important nature of CARD9, a shared downstream molecule of several AD-associated microglial receptors, in protecting against Aβ-mediated neurodegeneration.

## Materials and Methods

### Mice.

All mouse experiments were conducted in accordance with the relevant regulations and guidelines of the University of Virginia (UVA) and approved by the UVA Animal Care and Use Committee. Female 5xFAD mice (Stock # 34848-JAX)*, Card9^−/−^* mice (Stock # 028652), and C57BL/6J mice (Stock # 000664) were obtained from The Jackson Laboratory and were crossed to generate *Card^+/+^* (denoted as WT), *Card^+/−^*, *Card9^−/−^*, *Card^+/+^*5xFAD (denoted as 5xFAD), *Card^+/−^*5xFAD, and *Card9^−/−^*5xFAD experimental mice. Mice underwent a 12-h light/dark cycle, were housed in a specific pathogen-free vivarium and at a standardized humidity (50 ± 10%) and temperature (21 ± 1.5 °C). For CSF1R inhibitor experiments, mice were given PLX5622 diet (Research Diets Inc., D19101002i) for 2.5 mo.

### Brain Tissue Harvest.

Experimental mice underwent euthanasia approved by the University of Virginia Animal Care and Use Committee. Mice were euthanized using CO_2_ asphyxiation and were then transcardially perfused with ice-cold PBS. Brains were carefully harvested and bisected. The left hemisphere was then drop-fixed in 4% paraformaldehyde (PFA) for 12 h at 4 °C. The right hemisphere of the brain was flash-frozen at 80 °C and stored at −80 °C. Fixed samples were placed in 30% sucrose until sunken in solution and then frozen in Tissue-Plus OCT compound (Thermo Fisher) (107). Using a cryostat (Leica), brains were sectioned at 50 μm in thickness and stored in PBS + 0.05% sodium azide at 4 °C until stained for imaging. For protein extraction, the flash-frozen brains were thawed on ice and mechanically homogenized in 500 μL tissue protein extraction reagent T-PER (Thermo Fisher, 78510) containing protease inhibitor cocktail cOmplete (Roche, 11873580001) and phosphatase inhibitor cocktail PhosSTOP (Roche, 04906845001). The brain homogenates were then spun down at 16,000 rpm for 10 min, and the supernatant was collected for soluble Aβ analysis or multiplex ELISA, while the pellets were isolated for insoluble Aβ analysis by ELISA.

### Immunofluorescence Microscopy.

As previously published (107), brain sections were blocked for 1 h at room temperature with 2% donkey serum, 1% bovine serum albumin (BSA), 0.1% triton, 0.05% tween in PBS prior to incubation with primary antibodies. The primary antibodies were then diluted in this block overnight at 4 °C. Brain sections were stained with anti-Aβ (D54D2, Cell Signaling, 1:300 dilution) to label plaques. To assess neuronal cell death, sections were stained with anti-NeuN (MAB377, Millipore Sigma, 1:500 dilution) and TUNEL (Millipore Sigma, 11684795910, according to the manufacturer’s instructions). In order to analyze microglia, sections were stained with IBA1 (ab5076, Abcam, 1:300 dilution). Microglial proliferation was assessed using Ki67-EF660 (SoIA15, Thermo Fisher, 1:100 dilution). Microglial iron accumulation was measured using Ferritin Heavy Chain (PA5-27500, Thermo Fisher, 1:500). Following primary antibody incubation, sections were then washed 3 times for 10 min at room temperature in PBS and 0.05% tween-20. After washing, the brain sections were incubated in respective donkey Alexa Fluor 488, 594, 647 anti-rabbit, -goat, -rat, -streptavidin, and -mouse (Thermo Fisher, 1:1,000 dilution) for 2 h at room temperature. Once again, brain sections were washed 3 times for 10 min at room temperature. Following washing, sections were stained with DAPI (1:1,000) for 10 min at room temperature to label nuclei, or stained with ThioflavinS (Sigma-Aldrich, 2 mg/10 mL) for 8 min followed by three 2-min washes with 50% ethanol at room temperature to label plaques (107). Brain sections were then transferred to PBS before being mounted to glass microscope slides with 50 μL ProLongGold antifade reagent (P36930, Invitrogen) and coverslips. For storage, mounted brain sections were kept at 4 °C and were imaged using LAS AF software (Leica Microsystems) on a Leica TCS SP8 confocal microscope. Images were analyzed using FIJI software or Imaris software (9.5.1).

### ELISA.

To assess Aβ composition in the brain, Aβ was measured in brain homogenates supernatants for soluble Aβ analysis, or brain homogenate pellets that underwent guanidine extraction by incubating the pellets 1:6 in 5 M guanidine HCL/50 mM tris, pH = 8.0 at room temperature for 3 h for insoluble Aβ analysis. The guanidine-extracted samples were then diluted 1:5 in PBS containing protease inhibitor cocktail cOmplete (11873580001, Roche) then centrifuged at 16,000 g for 20 min at 4 °C. The brain homogenate supernatant was diluted 1:10, and the guanidine-extraction supernatant was diluted 1:200 and quantified by Aβ 42 Mouse ELISA kit (KMB3441, Thermo Fisher). To assess cytokine levels in the brain, a multiplex ELISA was used to measure IL-1α, IL-1β, IL-4, IL-6, IL-10, IL-17, IFN-γ, and TNF-α in brain homogenate supernatants. 

### Mouse Behavior.

The MWM was completed on 4-mo-old mice and was performed as outlined in ref. 108. The first 4 d of acquisition had four 60-s trials, and the fifth day (probe) had one 60-s trial in which the hidden platform was removed. Mice were gently placed in an opaque 23 °C pool filled with white paint and a hidden platform 1 cm below water level. The pool contained 4 different visual cues with varying shapes and colors, and mice were placed in alternate places in the pool for each trial. Mice were given 60 s to find the hidden platform during each trial, however, if the mouse was unable to find the platform, they were placed on the platform for 5 s at the end of the trial. Tracking and scoring of all behavioral trials was accomplished using video tracking software (Noldus Ethovision XT).

### Aβ Oligomer Preparation.

Aβ (1-42) (641-15, California peptide) was monomerized using a previously published protocol (109), using hexafluoroisopropanol (52517, Sigma-Aldrich). Then, 5 mM monomeric Aβ samples were incubated for 24 h at 4 °C in F12 media to make a 200 μM stock of oligomeric Aβ. Samples were then incubated with CypHer5E-NHS ester (PA15401, GE Healthcare) diluted in 0.1 M sodium bicarbonate for 30 min covered and at room temperature. Following incubation, Biospin columns (7326227, Bio-Rad) were used to quench unbound dye. CypHer5E-tagged Aβ oligomers were stored at 4 °C prior to cell culture treatment or injection (107).

### In Vitro Phagocytosis.

As previously published (107), BMDMs were harvested from the hind limbs of WT and *Card9*^−/−^ mice. Collected bones were sprayed with 70% ethanol before being placed in IMDM (12440-053, Gibco) containing penicillin/streptomycin (P/S) (15140-122, Gibco). Using a 25-gauge needle, marrow was flushed through bones using 20 mL of IMDM containing P/S. Using an 18-gauge needle, the flushed bone marrow was triturated 5 times to make a single-cell suspension. Samples were spun down at 1,500 rpm for 5 min at 4 °C. Cell pellets were resuspended in bone marrow macrophages differentiation media (BMDM media) containing IMDM, 10% fetal bovine serum (FBS), 1% nonessential amino acids, 1% P/S, and 50 ng/mL M-CSF. Cells were then plated on 150 × 25-mm culture dishes (430597, Thomas Scientific). Three days after plating, 5 mL of BMDM media was added to each dish. On day 6, media was aspirated from dishes and 10 mL of PBS was added to each plate and incubated for 10 min at 4 °C. Using a scraper, BMDMs were removed from the dish and transferred to a conical tube, spun down, and resuspended in BMDM media. Two million cells per well were pipetted in 6-well plates containing glass coverslips. The next day, BMDMs were treated with 10 μM oligomeric Aβ tagged with CypHer5E for 24 h. BMDM-coated glass coverslips were fixed for 10 min at room temperature in 4% PFA. Following fixation, coverslips were washed 3 times with cold PBS. The cells were then permeabilized using 0.25% Triton X-100 diluted in PBS for 10 min at room temperature. Cells were washed 3 times with cold PBS. The coverslips containing BMDMs were then blocked in 2% donkey serum, 1% BSA, 0.1% triton, 0.05% tween in PBS for 1 h prior to incubation with primary antibodies for CD68 (MCA1957, Bio-Rad, 1:1,000 dilution) and anti-Aβ (D54D2, Cell Signaling, 1:300 dilution) diluted in blocking buffer overnight at 4 °C. Cells were then washed 3 times with PBS and stained with Alexa Fluor secondary antibodies (Thermo Fisher, 1:1,000 dilution) for 1 h at room temperature. Finally, cells were washed 3 times with PBS and stained with DAPI (1:1,000) for 10 min at room temperature before mounting the coverslips onto microscope slides to assess Aβ phagocytosis.

### In Vivo Phagocytosis.

WT and *Card9*^−/−^ mice received a 1-μL injection of CypHer5E-tagged Aβ oligomers (1 mg/mL) into the right-hemisphere cortex (at ±2 mm lateral, 0 mm anterior-posterior, and −1.5 mm ventral relative to the intersection of the coronal and sagittal suture (bregma) at a rate of 200 nL/min) using a stereotaxic frame (51730U, Stoelting) and nanoliter injector (NL2010MC2T, World Precision Instruments). Mice were euthanized according to the University of Virginia Animal Care and Use Committee using CO_2_ 48 h post injection and were transcardially perfused before processing the brains to be imaged to assess Aβ phagocytosis (107).

### Flow Cytometry.

To assess BODIPY and ROS in gated microglia, mice were euthanized using CO_2_ and transcardially perfused using 20 mL of PBS. After removing the meninges and choroid plexus, the brains were processed into a single-cell suspension as described in ref. 110. Cell pellets were then resuspended in 13 mL of 37% isotonic Percoll (17-0891-01. GE Healthcare) to remove myelin. Samples were spun down with no brake, and the myelin layer was removed. The remaining cell pellet was transferred to a 96-well V-bottom plate and washed with 1× PBS. The assessment of lipid droplet accumulation in cells was accomplished by staining the cells with BODIPY (D3861, Invitrogen, 1:2,000) diluted in PBS at 37 °C for 10 min. To label ROS, cells were stained with CellROX (C10491, Thermo Fisher, 1:500) diluted in PBS at 37 °C for 30 min. Following BODIPY and CellROX staining, cells were spun down 1,500 rpm for 5 min at 4 °C and washed with fluorescence-activated cell sorting (FACS) buffer (pH 7.4, 0.1 M PBS; 1 mM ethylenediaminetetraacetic acid (EDTA), and 1% BSA). To label microglia, cells were stained with flow antibodies for CD11b, and CD45 (eBioscience) diluted 1:200 in FACS buffer for 20 min at 4 °C. Cells were spun down and washed with FACS buffer. Prior to running samples on the cytometer, cells were resuspended in 100 μL FACS buffer containing DAPI 1:5,000. Microglia were gated as live cells (DAPI negative), single cells, and as CD11b^hi^CD45^int^ cells. BODIPY and CellROX mean fluorescence intensity was measured in these gated microglia.

### qPCR.

Trizol samples containing 20 µL of sorted microglia were thawed on ice before adding 200 μL chloroform (BP1145-1, Fisher Scientific). Samples were incubated at room temperature for 5 min and spun down at 14,000 rpm at 4 °C for 15 min. The top fraction was collected and incubated with an equal volume of isopropanol (I9516, Sigma) for 10 min at room temperature. The samples were spun down at 12,000 rpm 4 °C for 10 min, followed by 2 washes with 70% ethanol. After the last wash, ethanol was aspirated off, and the pellet was left to air dry for 15 min before adding 100 μL DNAse/RNAse free water. Sample quality was assessed using the NanoDrop 2000 Spectrophotometer (Thermo Scientific). cDNA synthesis was achieved using Sensifast cDNA Synthesis kits (BIO-65054, Bioline). Expression levels of *Klf4* (Mm00516104_m1) were determined using the Sensifast Probe No-ROX kit (BIO-86005, Bioline) and the CFX384 real-time PCR machine (1855484, BioRad) following the manufacturing protocols.

### MACS (Magnetic-Activated Cell Sorting) Isolation of Microglia for RNA-Seq.

Euthanasia of mice was performed according to the University of Virginia Animal Care and Use Committee using CO_2_ followed by transcardial perfusion using 20 mL of 1× PBS with heparin. The meninges and choroid plexus were removed from the brain before beginning the MACS protocol. Microglia were isolated using the methods described in ref. 110. In brief, brains were placed in 5 mL Hanks' balanced salt solution (HBSS) (with Mg and Ca) (14025092, Gibco) with papain 4U/mL (LS003126, Worthington) and 50 U/mL DNase I (10104159001, Sigma-Aldrich). Following 3 triturations of the samples using a 5-mL serological pipette over 45 min at 37 °C, the brain homogenates were transferred to a conical tube containing a 70-μm cell strainer and topped with 20 mL Dulbecco's modified eagle medium (DMEM)/F12 (21331020, Gibco) containing 10% FBS, 1× antibiotic-antimycotic (15240096, Thermo Fisher), and 1× GlutaMAX (35050061, Invitrogen). Strained samples were then spun down with slow brake (3 on a 0-10 scale) for 10 min at 300 G, resuspended in 160 µL MACS buffer (130-091-376, Miltenyi Biotec), and then incubated with 20 µL MACS CD11b (microglia) microbeads (130-093-634, Miltenyi Biotec) for 15 min at 4 °C. Sorting was performed using LS columns and a QuadroMACS magnet (Miltenyi, 130-042-401 and 130-091-051) according to the product instructions. The protocol efficiency was validated using flow cytometry (>90% CD11b^hi^CD45^int^) before performing RNA-seq or qPCR.

### RNA-Seq Analysis.

Microglia sorted using MACS isolation were sent to Azenta Next Generation Sequencing. Using splice-aware read aligner HISAT2, FASTQ files were aligned with the UCSC mm10 mouse genome. Quality control filtering was applied using Samtools. Next, HTSeq was used to sort reads into feature counts. DESeq2 (v1.30.0) was utilized to normalize raw counts to read depth, perform PC analysis, and carry out differential expression analysis. The Benjamini–Hochberg procedure was used to correct p-values and limit false positives arising from multiple testing. RNA-seq analyses were performed using Seq2Pathway, fgsea, tidyverse, and dplyr software packages. Heatmaps were produced using the pheatmap R package (https://github.com/raivokolde/pheatmap), lattice (http://lattice.r-forge.r-project.org/) or ggplot2 (https://ggplot2.tidyverse.org) packages. Volcano plots were produced using the EnhancedVolcano R package (https://github.com/kevinblighe/EnhancedVolcano).

### Intrahippocampal Injection Procedure.

5xFAD and *Card9*^−/−^5xFAD mice were anesthetized with a ketamine/xylazine cocktail before receiving a bilateral hippocampal injection of 2 μL of vehicle or 2 μg pustulan into the right and left hemisphere of the hippocampus (at ±2 mm lateral, −2 mm posterior, and −2 mm ventral relative to the intersection of the coronal and sagittal suture (bregma) at a rate of 200 nL/min) using a stereotaxic frame (51730U, Stoelting) and nanoliter injector (NL2010MC2T, World Precision Instruments). Seven days post injection, mice were euthanized using CO_2_ and transcardially perfused before preparing brains for immunofluorescent staining to evaluate Aβ clearance in the hippocampus. Images were analyzed using FIJI software or Imaris software (9.5.1).

### Statistics.

All statistical analyses were performed using Prism software (GraphPad). Statistical tests include Student’s *t* test (paired and unpaired), one-way ANOVA, and two-way ANOVA. *P* values less than 0.05 were deemed significant: *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. All data are represented as mean ± SEM.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

All study data are included in the article and/or *SI Appendix*. RNA-Seq data are available on the NCBI Gene Expression Omnibus (GEO) platform [GSE232636 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232636)] (111). RNA-Seq analysis code has been deposited on Zenodo (https://zenodo.org/record/7947039#.ZGYxey-B3Up).

# Supplementary material for: CARD9 attenuates Aβ pathology and modifies microglial responses in an Alzheimer’s disease mouse model
**Source:** Proc Natl Acad Sci U S A. 2023 Jun 5;120(24):e2303760120. doi: 10.1073/pnas.2303760120
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting information for

### **CARD9 attenuates A $\beta$ pathology and modifies microglial responses in an Alzheimer's disease mouse model**

Hannah Ennerfelt<sup>1,2,3\*</sup>, Coco Holliday<sup>1</sup>, Daniel A. Shapiro<sup>1</sup>, Kristine E. Zengeler<sup>1,2,3</sup>, Ashley C. Bolte<sup>1,4,5</sup>, Tyler K. Ulland<sup>6</sup>, and John R. Lukens<sup>1,2,3,4,5\*</sup>

<sup>1</sup>Center for Brain Immunology and Glia (BIG), Department of Neuroscience, University of Virginia, Charlottesville, VA 22908, USA, <sup>2</sup>Neuroscience Graduate Program, University of Virginia, Charlottesville, VA 22908, USA, <sup>3</sup>Cell and Molecular Biology Graduate Training Program, University of Virginia, Charlottesville, VA 22908, USA, <sup>4</sup>Department of Microbiology, Immunology and Cancer Biology, University of Virginia, Charlottesville, VA 22908, USA. <sup>5</sup>Medical Scientist Training Program, University of Virginia, Charlottesville, VA, 22908, USA. <sup>6</sup>Department of Pathology and Laboratory Medicine, University of Wisconsin, Madison, WI 53705, USA.

John R. Lukens  
Department of Neuroscience  
Center for Brain Immunology and Glia  
University of Virginia  
Charlottesville VA 22908  

Hannah Ennerfelt  
Department of Neuroscience  
Center for Brain Immunology and Glia  
University of Virginia  
Charlottesville VA 22908  

#### **This PDF file includes:**

Figures S1 to S5

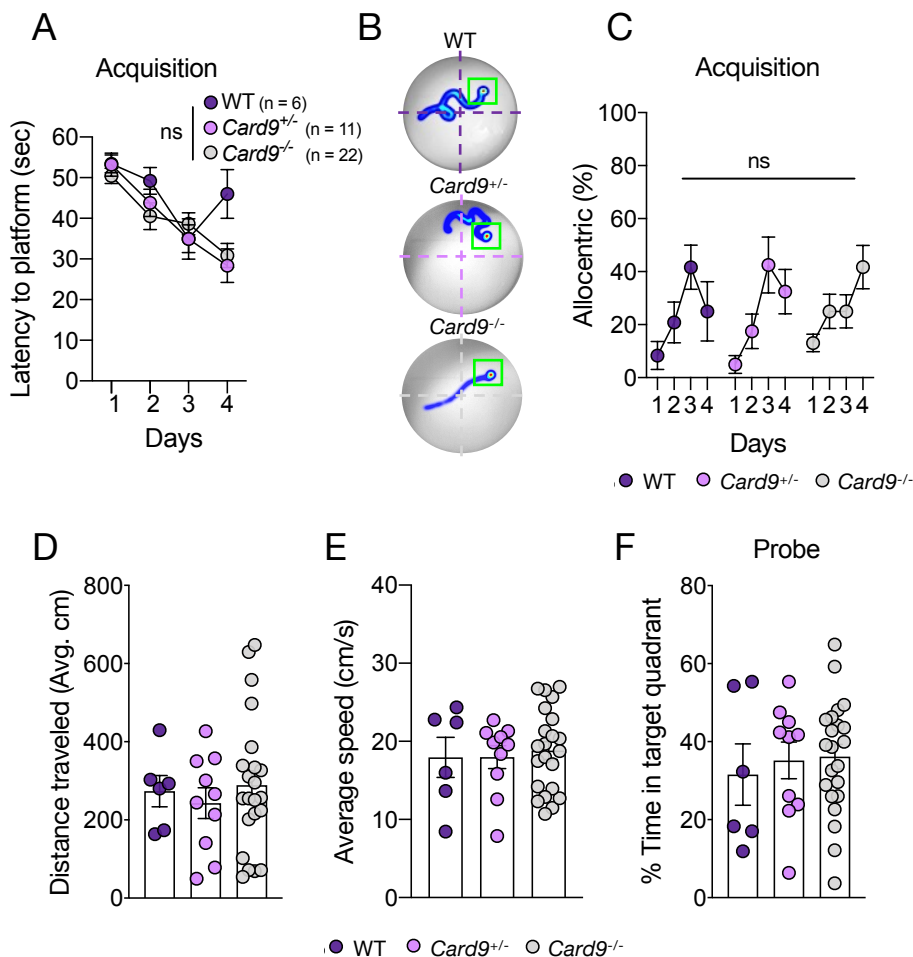

**Figure S1. Deletion of *Card9* in the absence of A $\beta$ -mediated pathology does not impact learning or memory.** (A-F) The Morris water maze (MWM) test was used to assess spatial learning and memory in 4-month-old *Card9*<sup>+/+</sup> (denoted as WT), *Card9*<sup>+/-</sup>, and *Card9*<sup>-/-</sup> mice. (A-E) Acquisition stage of learning in the MWM. (A) Latency to platform (acquisition). (B) Representative heatmaps of mouse trajectory on day 4 of acquisition with a green box outlining the location of the platform and (C) plotted percentage of allocentric navigation strategies during MWM acquisition. (D) Distance traveled in maze (cm) and (E) average speed of travel (cm/s) on day 4 of acquisition. (F) Percentage of time spent in the target quadrant (probe). Statistical significance between experimental groups was calculated by repeated-measures two-way ANOVA with Bonferroni's post hoc test (A, C) or one-way ANOVA with Tukey's post hoc test (D-F) from three independent experiments. ns = not significant, \**P* < 0.05. Error bars represent mean  $\pm$  S.E.M. (A, C-F) and each data point represents an individual mouse (D-F) or the average of experimental mice per group (A, C).

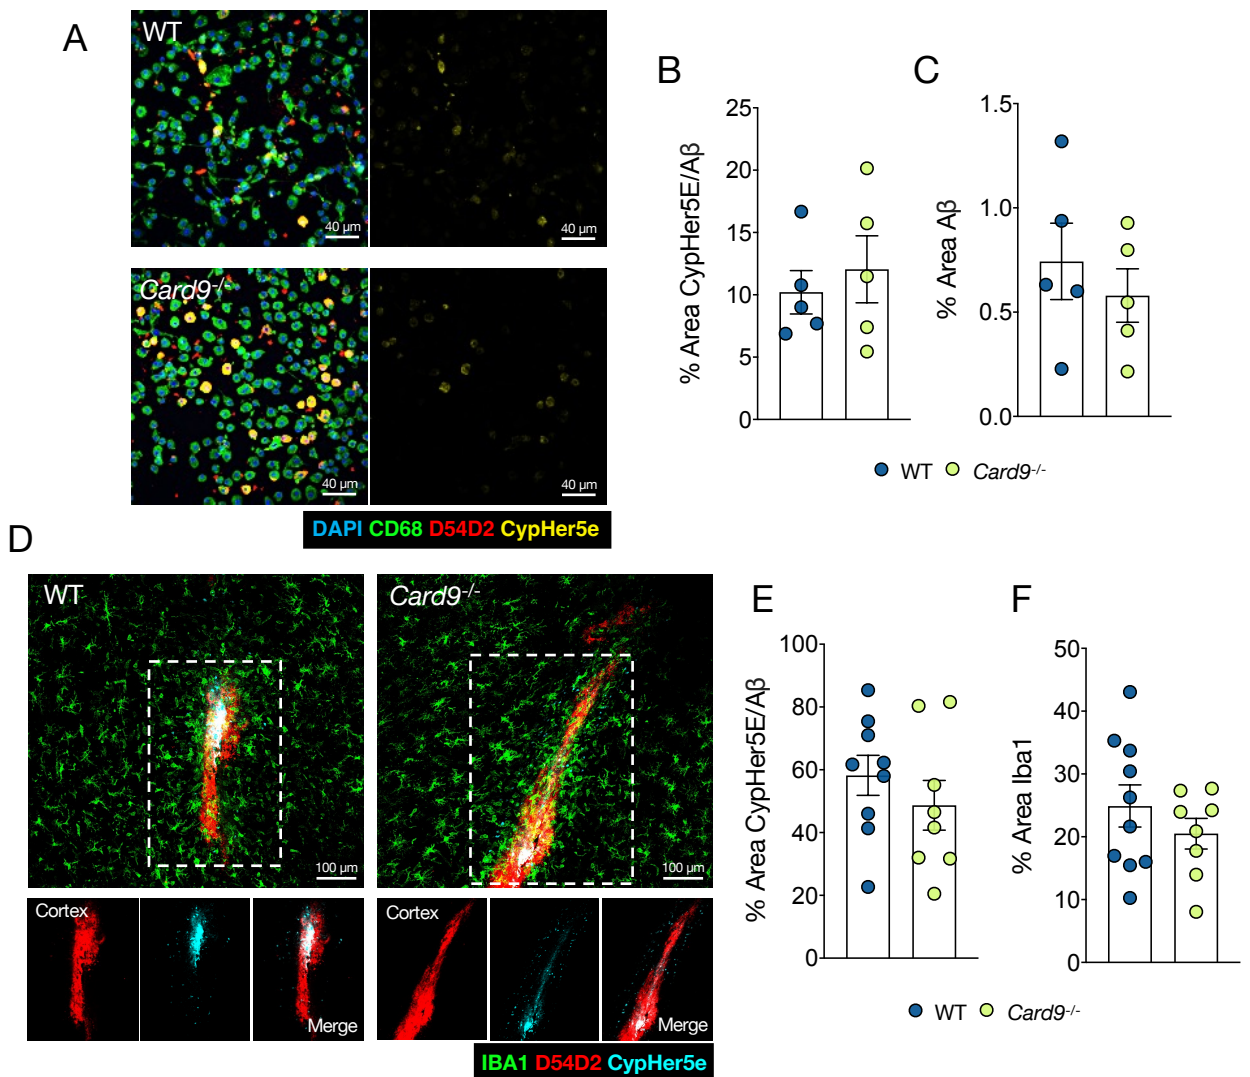

**Figure S2. CARD9-deficient mice do not display impaired A $\beta$  clearance *in vitro* or *in vivo*.** (A-C) Bone marrow-derived macrophages (BMDMs) from C57BL/6J or *Card9*-deficient mice were stimulated with 10  $\mu$ m oligomeric A $\beta$  (D54D2, red) tagged with pH-sensitive CypHer5e dye (yellow) for 24 hours. (A) Representative images of stimulated BMDMs (CD68, green). (B) The percent area of CypHer5e dye relative to A $\beta$  and (C) percent area of A $\beta$ . Original magnification: 40x; scale bar = 40  $\mu$ m. (D-F) Stereotaxic injection of A $\beta$  (D54D2, red) tagged with pH-sensitive CypHer5e dye (blue) in the cortex of C57BL/6J or *Card9*-deficient mice. (D) Representative images of the A $\beta$ -CypHer5E injection site surrounded by microglia (IBA1, green) in the cortex of C57BL/6J and *Card9*-deficient mice. (E) The ratio of CypHer5e dye and residual A $\beta$  and (F) the percent area of IBA1<sup>+</sup> cells at the site of injection. Consecutive sections, spaced 40  $\mu$ m apart, were quantified and averaged for each mouse in a blinded fashion to assess total clearance of CypHer5E-labelled A $\beta$  oligomers over the entire area of the injection site. Original magnification: 40x; scale bar = 100  $\mu$ m. Statistical significance between experimental groups was calculated by unpaired two-tailed Student's *t*-test from two independent experiments. Error bars represent mean  $\pm$  S.E.M. and each data point represents an individual mouse (B-C, E-F).

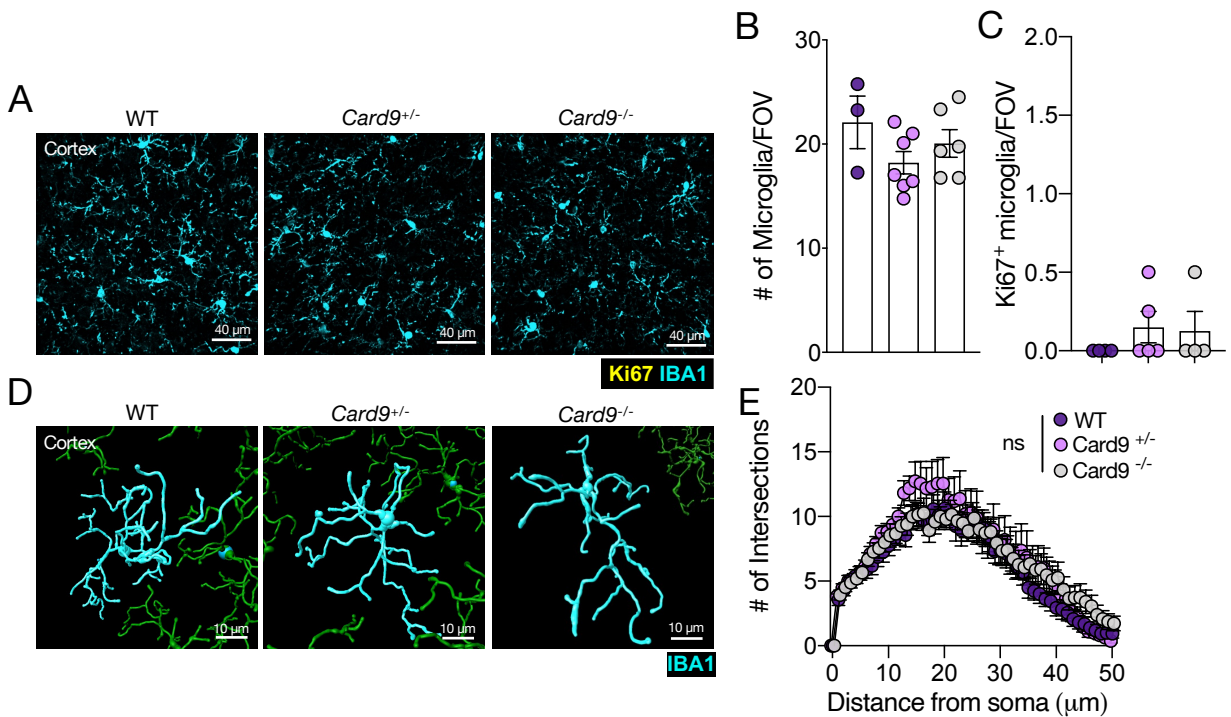

**Figure S3. *Card9* deficiency in the absence of A $\beta$ -mediated neuropathology does not affect microglial number or morphology in adult mice.** Brains were harvested from 5-month-old *Card9*<sup>+/+</sup> (denoted as WT), *Card9*<sup>+/-</sup>, and *Card9*<sup>-/-</sup> mice to assess microgliosis. (A-B) Representative images and quantification of microglia numbers (IBA1, cyan) in the field of view (FOV) of the frontal cortex. Original magnification: 63x; scale bar = 40  $\mu$ m. (C) Quantification of microglial proliferation measured by evaluating Ki67 (yellow) colocalization with IBA1<sup>+</sup> (cyan) microglia in the cortex of matched sagittal sections. Data was collected from 6 fields of view (FOV) from a total of 3 matched sagittal sections. (D-E) Microglial morphology calculated by Sholl analysis from a total of 12 microglia from 3 matching brain sections per mouse (n=4 mice per group). (D) Representative microglia renderings and (E) Sholl analysis quantification. Original magnification: 63x; scale bar = 10  $\mu$ m. Statistical significance between experimental groups was calculated by one-way ANOVA with Tukey's post hoc tests from two independent experiments. ns = not significant. Error bars represent mean  $\pm$  S.E.M. and each data point represents an individual mouse (B-C) or represents an average of 4 mice per group (E).

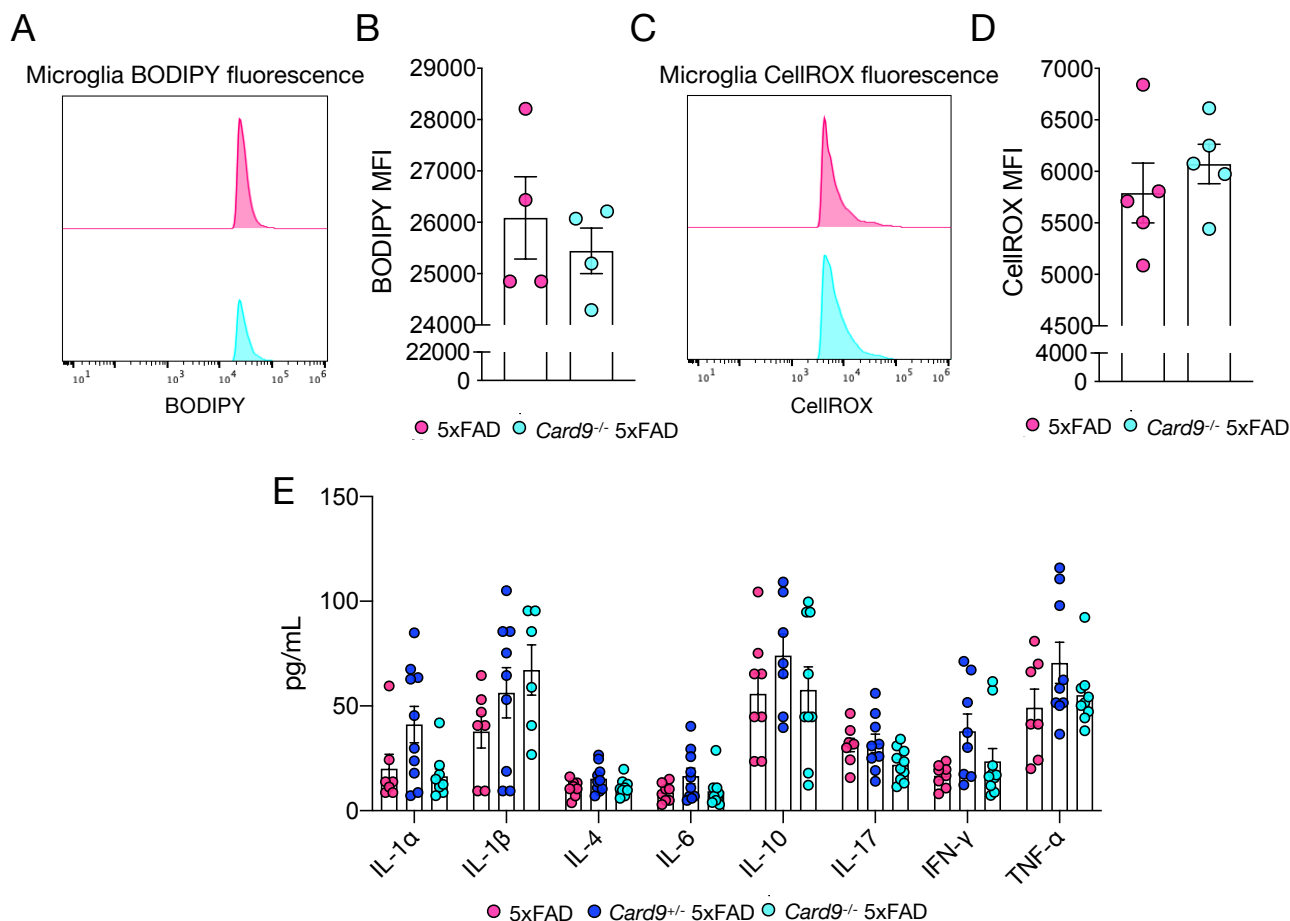

**Figure S4. *Card9* deficiency does not significantly affect microglial ROS production, lipid droplet accumulation, or expression of inflammatory cytokines associated with microglial activation in 5xFAD mice.** (A-D) CD11b<sup>hi</sup>CD45<sup>int</sup> cells (microglia) from 5-month-old 5xFAD and *Card9*<sup>-/-</sup>5xFAD mouse brains were probed for reactive oxygen species (ROS) production and lipid droplet accumulation by flow cytometry. (A-B) Representative flow-cytometry histograms and mean fluorescence intensity (MFI) quantification of BODIPY labeled lipid droplets in sorted CD11b<sup>hi</sup>CD45<sup>int</sup> cells. (C-D) Representative flow-cytometry histograms and MFI quantification of CellROX labeled ROS in sorted CD11b<sup>hi</sup>CD45<sup>int</sup> cells. (E) Brains from 5-month-old 5xFAD, *Card9*<sup>+/-</sup>5xFAD, and *Card9*<sup>-/-</sup>5xFAD mice were evaluated for levels of inflammation. Luminex was run to ascertain cytokine levels in the brain. Statistical significance between experimental groups was calculated by unpaired two-tailed Student's *t*-test (B, D) and one-way ANOVA with Tukey's post hoc tests (E). Error bars represent mean  $\pm$  S.E.M. and each data point represents an individual mouse.

A

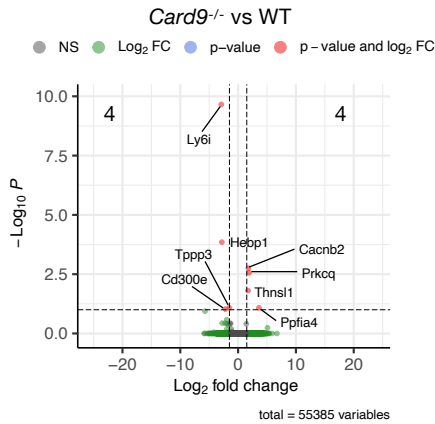

B

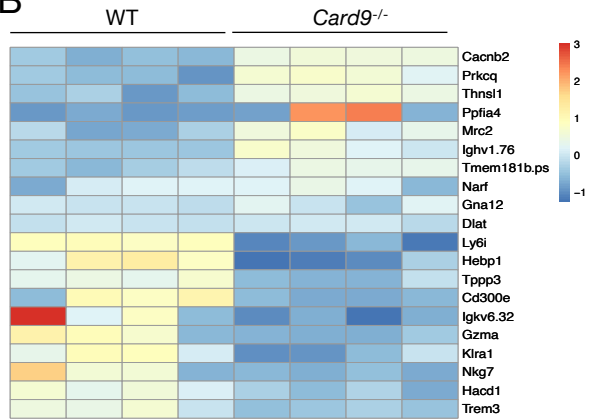

**Figure S5. *Card9* deficiency in the absence of A $\beta$  does not appreciably affect microglial transcription.** (A-B) RNA-Seq was performed on microglia from 5-month-old *Card9*<sup>+/+</sup> (denoted as WT) and *Card9*<sup>-/-</sup> mice sorted from single-cell brain suspensions using anti-CD11b<sup>+</sup>-coated magnetic beads and magnetic column sorting. (A) Volcano plot comparing significantly differentially expressed genes (FDR<0.1) between *Card9*<sup>-/-</sup> and WT microglia, where 4 genes are significantly downregulated and 4 genes are significantly upregulated. (B) Heatmap representation of the top 10 overall upregulated and downregulated genes between *Card9*<sup>-/-</sup> and WT microglia.

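Besides the genes named in the text, the heatmap of Fig. S5B shows 12 genes, of which 10 passed the filter on low counts. These 10 changed between *Card9*-/- and WT libraries in the direction shown, 7 with an unadjusted p under 0.05, and the lowest FDR was 0.970. Ranges of the groups did not overlap for 5 of the 10 genes, which the paper chose on these libraries, and for 386 of 14513 over all genes, where chance alone gives 2.86%. *Mrc2* (chromosome 11) was expressed at 35.4 ± 10.7 CPM (SD, n = 4) in *Card9*-/- and 13.0 ± 5.05 CPM (SD, n = 4) in WT, a log2 fold change of 1.45 (SE 0.41). *Tmem181b-ps*, a pseudogene, had a log2 fold change of 1.07 (SE 0.41). *Narf*, *Gna12* and *Dlat* had log2 fold changes of 0.23, 0.17 and 0.11, smaller than their SE of 0.34, 0.29 and 0.24, and that of *Narf* was −0.05 with the covariate for transcript length, which was chosen after the data were seen. *Gna12* overlaps *Amz1*. *Gzma*, *Klra1*, *Nkg7*, *Hacd1* and *Trem3* were lower in *Card9*-/-, with log2 fold changes of −1.91, −2.63, −2.17, −1.35 and −1.23. *Gzma*, *Klra1* and *Nkg7* are expressed in T cells or NK cells, and *Klra1* belongs to a family of similar genes. *Hacd1* lies on chromosome 2 from 13850282 to 14056135. An immunoglobulin heavy-chain gene of the heatmap, which did not pass the filter, had 1 to 20 counts in *Card9*-/- and 0 counts in every WT library, which is at least 2.31-fold higher. Another immunoglobulin gene of the heatmap, which did not pass either, was lower in *Card9*-/-. It had 0 to 7 counts there and 3 to 100 counts in WT, so its ranges overlapped.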

How the deposited data were processed for this re-analysis (not part of the article)

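RNA of CD11b+ cells, sorted with magnetic beads from the brains of female WT, *Card9*-/-, 5xFAD and *Card9*-/-5xFAD mice, was sequenced in 16 libraries, 4 per genotype, numbered as replicates within each genotype. The meninges and choroid plexus had been removed before the sort, and the paper reports by flow cytometry that most sorted cells were CD11b hiCD45 int. The paper gives the age of the mice as 5 mo and the sample labels give 20 wk. The authors aligned the reads to the UCSC mm10 genome with HISAT2, filtered them with Samtools and assigned them to genes with HTSeq, and they deposited the resulting read counts per gene and library as whole numbers without normalization. For the paper, the authors normalized these counts, ran the PC analysis and tested differential expression with DESeq2 (v1.30.0). The paper's text does not name the strand setting of the counting, the settings of the filter or which libraries entered each test. The reads themselves are not analysed here.

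All values were computed from the counts. Gene positions come from the GENCODE M21 annotation of GRCm38, the assembly that mm10 holds. Of the listed genes, 54265 symbols had a position, 53275 of them by their GENCODE symbol, 317 by an older symbol and 673 by a RefSeq position on the same assembly. Between 2970148 and 19333325 reads per library (median 7944265) were counted on genes, and 18695 to 23757 genes had at least 1 count. All libraries expressed *Xist* (117 to 432 CPM), while *Ddx3y*, *Kdm5d* and *Eif2s3y* had 0 counts and *Uty* had at most 0.0674 CPM, as in female mice. No pair of libraries of 1 genotype was a copy of another (lowest chi-square per degree of freedom 6.45 over 24 pairs).

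Differential expression was tested in R 4.3.3 with edgeR 4.0.16, in a quasi-likelihood fit of all 16 libraries with 4 groups, after TMM normalization and filterByExpr with a minimum count of 10, which left 14513 genes. The contrasts were *Card9*-/-5xFAD against 5xFAD, *Card9*-/- against WT, 5xFAD against WT, *Card9*-/-5xFAD against *Card9*-/-, and the interaction of *Card9* genotype and transgenes. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.1. The SE of a log2 fold change was taken from the change and the F statistic of its test. CPM values use the TMM library sizes, and log2 CPM values add a prior count of 2. A gene with 3 or fewer counts in every library of a group was given a lower bound of its fold change in place of a fitted value. The genes named in the text are those that the paper names in its text or shows in Figs. 4C and S5B, *Card9*, and the genes of the stained proteins (*Fth1* and *Mki67*). Where any gene passed, the 5 of lowest FDR in each direction are also named, among passing genes whose group ranges did not overlap. Members of lists, and single genes beyond this rule, are named as chosen after their values were seen.

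PC analysis used DESeq2 1.42.0 (variance-stabilizing transformation without use of the groups, 500 most variable genes), with an exact two-sided permutation test over the 12870 assignments of 8 libraries against 8. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the 7 lists of a contrast with a threshold of 0.1. The 7 lists cover DAM genes, homeostatic microglia genes, early response genes, proliferation, inflammatory signaling, oxidative stress and iron handling, and a further 11 lists hold markers of other cell types (neuron, astrocyte, oligodendrocyte, endothelial cell, choroid plexus or ependymal cell, red blood cell, neutrophil, B cell, T or NK cell, monocyte and border-associated macrophage). All were written from general knowledge before the data were examined, and none comes from the paper. The tests, contrasts and alternatives were also set before the data were examined, except where a choice is described as made after the data were seen.

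Each step was tested on simulated counts drawn from the means and sizes of these libraries with known changes in 200 genes. A list of 30 other genes and some genes near *Card9* were also shifted. Genes were drawn independently of each other, so variation shared by many genes was not simulated. The edgeR test called 5 of 66 tested genes changed 2-fold, 41 of 64 changed 4-fold and 54 of 64 changed 8-fold, and DESeq2 on all 16 libraries called 7 of 67, 50 of 67 and 59 of 66. Of unchanged genes, edgeR called 13 of 13981 and DESeq2 61 of 14243. The alternatives were DESeq2 size factors in edgeR, no filter on low counts, at least 10 counts in every library, DESeq2 on all libraries or on only the groups compared, edgeR on only the groups compared, an FDR threshold of 0.05, an added threshold of 1.5 on the absolute log2 fold change, the replicate number as a block, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. List tests were also run with an estimated correlation and with fry, and the PC analysis with other transformations and numbers of genes. A covariate for the slope of expression on transcript length in each library, and DESeq2 on only the groups compared with the threshold of 1.5 on the log2 fold change, were chosen after the data were seen. Seq2Pathway and fgsea analyses of the paper were not repeated, and its imaging, qPCR, flow cytometry and behavioral data are not analysed here.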

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

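The tests of early response genes, of DNA flanking *Card9* over all genes, of other cell types and library size for PC1, and the splits for counts of genes, were set before their results were seen. Every other test of an explanation in this part, the splits for gene lists included, was chosen only after the result was seen. The contrasts, list tests and alternatives were set before the data were examined, except where a choice is described as made after the data were seen.

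One library stood far from the other 3 of its genotype in 14 of 120 groups of values, where chance alone gives 6. *Card9*-/- replicate 4 had a PC1 score of 54.1 (the others −35.1 to −21.7) and a PC2 score of 24.2 (the others 12.8 to 13.4). WT replicate 1 had a PC2 score of 21.3 (the others 12.3 to 13.0) and a mean log2 CPM of the homeostatic genes of 9.27 (the others 9.94 to 9.98). The PC1 distance of *Card9*-/- replicate 4 is part of the spread along PC1 within genotypes, which the following tests address. Whether the distances on PC2 belong to that spread was not tested. Library size is argued against as the cause, because PC1 held 67.5% of the variance after every library was thinned to the smallest total, with nearly the same scores (r = 0.999 within genotypes), although PC1 followed the log2 total count within genotypes (r = −0.886, rho = −0.782, adjusted permutation p = 0.00269 and 0.0134; r = −0.712 without the 2 farthest libraries). Transcript length bias is argued against as the whole cause, because the first component within genotypes held 61.5% of the variance before the trend on length and GC content was taken out and 59.4% after, although PC1 followed the slope of expression on transcript length (r = −0.908, rho = −0.950, adjusted permutation p = 0.000320 and 0.000640; r = −0.871 without the 2 farthest). Cells of other types stay open. Their markers held at most 1.38% of the counts of any library, in *Card9*-/- replicate 4, which was the farthest on PC1, and the tables do not give the share of other cells that this stands for. PC1 followed the red blood cell list (r = 0.870, rho = 0.900, adjusted permutation p = 0.000373 and 0.000960; r = 0.864 without the 2 farthest) and the neuron list (r = 0.828, rho = 0.771, adjusted permutation p = 0.0199 and 0.0273; r = 0.559 without the 2 farthest), and also the choroid plexus or ependymal cell list (r = 0.655, rho = 0.594, adjusted permutation p = 0.0250 and 0.0545; r = 0.694 without the 2 farthest). It ran against the homeostatic microglia list (r = −0.846, rho = −0.750, adjusted permutation p = 0.00269 and 0.0134; r = −0.838 without the 2 farthest), and did not follow the oligodendrocyte list (r = 0.144, adjusted permutation p = 0.612) or the T or NK cell list (r = 0.144, adjusted permutation p = 0.581). What also stays open, untested, is the quality or amount of the RNA and the isolation of the cells. Within genotypes, PC1 followed the percent of counts on ribosomal protein genes (r = 0.974, rho = 0.882, adjusted permutation p = 0.000600 and 0.00428; r = 0.948 without the 2 farthest) and on mitochondrial genes (r = 0.967, rho = 0.903, adjusted permutation p = 0.000373 and 0.00123; r = 0.927 without the 2 farthest), among 16 relations computed. No biological explanation was tested, since the design gives none for libraries of the same genotype.

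*Card9*-/-5xFAD replicate 4 had a mean log2 CPM of 9.04 for the DAM genes (the others 9.53 to 9.61), of 6.35 for the early response genes (the others 7.08 to 7.11) and of 9.13 for *Lpl* (the others 10.06 to 10.09). 5xFAD replicate 4 had a mean log2 CPM of 5.90 for the iron handling genes (the others 5.49 to 5.53), of 1.42 for *Madcam1* (the others 2.89 to 3.12) and of 7.75 for *Itgax* (the others 7.16 to 7.24). *Card9*-/-5xFAD replicate 1 had a log2 CPM of 2.47 for *Ednrb* (the others 3.30 to 3.37). *Gnb4* stood apart in *Card9*-/-5xFAD replicate 3, at a log2 CPM of −0.12 (the others 4.06 to 4.51), and in 5xFAD replicate 3, at 0.17 (the others −0.66 to −0.56). The value in 5xFAD rests on 3 to 5 counts per library. No cause of these distances was tested for the single genes.

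*Card9* had a log2 CPM of 4.08 in *Card9*-/- replicate 4 and of 4.99 to 5.13 in the other libraries labelled *Card9*-/-. WT replicate 1, at 3.78, was below all of these, and the other WT libraries, at 5.30 to 5.69, were above all of them. Counts of *Card9* were not lower beyond the spread between libraries in those labelled as *Card9*-deficient. Mislabelled libraries stay open. The *Card9* effect without the transgenes followed the *Card9* effect with them across genes (r = 0.518), and 2 of the 70 assignments of the 8 libraries without transgenes gave an r as high (highest 0.527). This takes the labels of the transgene libraries as given, and an exchange of labels in both sets would give the same r. Reads from exons that the allele keeps, or reads of *Gm13562* counted on *Card9*, also stay open, since counts per gene do not show the exons or the strand of a read.

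The *Card9* effect differed with and without the transgenes for 5 lists by the interaction test with camera. The mean log2 fold change of the interaction and the adjusted p were −0.14 and 0.0174 for DAM genes, 0.33 and 1.58e-05 for early response genes, −0.10 and 0.0445 for proliferation, 0.20 and 0.00172 for inflammatory signaling, and 0.30 and 0.00172 for oxidative stress. Under an estimated correlation, inflammatory signaling (adjusted p = 0.0928) and oxidative stress (0.0191) remained under 0.1, and under fry none did (0.203 to 0.762 over these 5). As low a p was given by 33 of 100 drawn splits of the libraries for DAM genes, 8 for early response genes, 42 for proliferation, 2 for inflammatory signaling and 4 for oxidative stress, and by 79 of 100 for homeostatic genes and 65 of 100 for iron handling, which did not pass. Of the oxidative stress genes, 22 of 25 had a higher value with the transgenes. Leaving out 1 library removed every one of these calls but that of the early response genes, which kept an adjusted p of at most 0.0956. Without *Card9*-/-5xFAD replicate 3 the value for inflammatory signaling was 0.111, and without 5xFAD replicate 1 that for oxidative stress was 0.101. Without *Card9*-/-5xFAD replicate 4 that for DAM genes was 0.898, and without WT replicate 1 that for proliferation was 0.850. The interaction of *Gnb4* was 5.12 (SE 1.11; edgeR's adjusted p over the 15 named genes 0.00427, which is not independent evidence, since the paper chose these genes on the same libraries, and 1.00 over all genes), and the other named genes had 0.273 or more over the list. For *Gnb4*, 3 of 4 *Card9*-/-5xFAD libraries show the rise. No technical cause of these differences was tested, and an effect of *Card9* that depends on Aβ stays open, untested.

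In its RNA-Seq data, the paper shows the genotypes with and without the transgenes together only in Fig. 4A. For 5xFAD against WT, 304 genes passed and the DAM genes had a mean log2 fold change of 2.72. For *Card9*-/-5xFAD against *Card9*-/-, 286 genes passed and the DAM genes had a mean of 2.58. As many genes were given by 1 of the 35 splits of the libraries in the first comparison, the real one, and by 5 of the 35 in the second, where another split gave 2585 genes. As low a p for the DAM genes was given by 1 of the 35 splits in each comparison, the real one. For homeostatic genes, 13 and 14 of the 35 splits gave as low a p. More cells of other types are argued against as the source of the DAM rise, because the highest mean log2 fold change of their 11 marker lists in the 2 comparisons was 0.98 (astrocytes in 5xFAD against WT, 0.44 in *Card9*-/-5xFAD against *Card9*-/-), and the markers of neutrophils, monocytes and border-associated macrophages were lower in both. Transcript length bias is argued against as the whole cause, because the DAM genes kept a camera adjusted p of 1.74e-45 and 5.74e-45 with the transcript length covariate, which moved the counts of genes to 1001 and 896. The DAM calls also held with 1 surrogate variable (camera adjusted p = 1.36e-47 and 1.59e-43). Differences between the groups in RNA quality or isolation were not tested otherwise, and a response of microglia to Aβ is the biological difference that the design gives.

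Between *Card9*-/-5xFAD and 5xFAD, and between *Card9*-/- and WT, 35 of 35 splits gave as many genes as the real split, since it gave 0 (366 and 597 genes had an unadjusted p under 0.05). The largest count of another split was 1799 genes in the first comparison. As low a p was given by 2 of the 35 splits of *Card9*-/-5xFAD and 5xFAD libraries for DAM genes, 26 for homeostatic genes, 6 for early response genes, 5 for proliferation, 24 for inflammatory signaling, 4 for oxidative stress and 20 for iron handling. In the comparison of *Card9*-/- with WT, 3 of 35 did for DAM genes, 16 for proliferation, 11 for inflammatory signaling and 1 of 35, the real one, for oxidative stress. For homeostatic, early response and iron handling genes, 26, 26 and 31 did. For the interaction, 100 of 100 drawn splits gave as many genes as the real one, which gave 0 (78 genes had an unadjusted p under 0.05).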

How the results depend on the processing

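The transcript length covariate, and DESeq2 on only the groups compared with a threshold of 1.5 on the absolute log2 fold change, were chosen only after the results were seen. All other alternatives were set before. The cause of the changes below was not tested, except that stricter thresholds and fits with fewer libraries or genes have less to test by their construction.

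Of 97 results under up to 38 settings, 64 are single genes. Of their 1021 values, 979 kept direction and side of the threshold, 1 became weaker, 35 stronger and 6 reversed. With DESeq2 size factors in edgeR, the median log2 fold change of all genes moved by −0.052 to 0.069, and the counts of genes were 0, 0, 310 and 296 in the order *Card9*-/-5xFAD against 5xFAD, *Card9*-/- against WT, 5xFAD against WT and *Card9*-/-5xFAD against *Card9*-/-, with 0 for the interaction. The replicate number as a block gave 0, 0, 306, 340 and 0. Replicate numbers do not pair the libraries: correlations of same-number libraries ran from −0.710 to 0.734, with a mean of 0.0700 against 0.0117 for different numbers.

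The count for *Card9*-/-5xFAD against 5xFAD, 0 genes (366 at an unadjusted p under 0.05), became 1 without a filter on low counts (*Gnb4*), 1 with 1 surrogate variable (*Gnb4*), 1 with the transcript length covariate (*Gm3716*), 2 with DESeq2 on all 16 libraries (*Gnb4* and *Madcam1*), 9 with DESeq2 on only the groups compared (4 higher, 5 lower) and 8 when the threshold of 1.5 was added. The count for *Card9*-/- against WT, 0 genes (597 at an unadjusted p under 0.05), became 2 without a filter (*Hebp1* and *Ly6i*), 11 with 1 surrogate variable, 3 with the transcript length covariate (*Gm3716*, *Hebp1* and *Ly6i*), 5 with DESeq2 on all 16 libraries (*Cacnb2*, *Hebp1*, *Ly6i*, *Ppfia4* and *Thnsl1*), 8 with DESeq2 on only the groups compared and 8 when the threshold of 1.5 was added. *Gm3716* was named after its values were seen.

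For 5xFAD against WT, 304 genes became 171 among genes with at least 10 counts in every library, 2029 with 1 surrogate variable, 1001 with the transcript length covariate, 565 with DESeq2 on all 16 libraries and 668 with DESeq2 on only the groups compared. For *Card9*-/-5xFAD against *Card9*-/-, 286 genes became 185 without a filter, 148 with at least 10 counts in every library, 2479 with 1 surrogate variable, 896 with the transcript length covariate, 812 with DESeq2 on all 16 libraries, 96 with edgeR and 435 with DESeq2 on only the groups compared, and 162 at an FDR of 0.05. The interaction gave 1 gene with DESeq2 on all 16 libraries (*Gnb4*) and cannot be fitted on only the groups compared. The surrogate variable and the length covariate also raised the share of lower genes, to 875 of 2029 and 512 of 1001 in 5xFAD and 1077 of 2479 and 427 of 896 in *Card9*-/-5xFAD.

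Fits that each left out 1 library gave 0 to 1 genes for *Card9*-/-5xFAD against 5xFAD (1 without *Card9*-/-5xFAD replicate 3), 0 to 0 for *Card9*-/- against WT, 164 (without WT replicate 4) to 316 (without WT replicate 1) for 5xFAD against WT, 120 (without *Card9*-/- replicate 2) to 720 (without *Card9*-/- replicate 4) for *Card9*-/-5xFAD against *Card9*-/-, and 0 to 1 for the interaction (1, *Gnb4*, without *Card9*-/-5xFAD replicate 3). The adjusted p of the separation on PC1 ran from 0.00482 (without *Card9*-/- replicate 4) to 0.711, and that on PC2 from 0.000311 to 0.00482. The r between the 2 transgene responses ran from 0.601 (without *Card9*-/-5xFAD replicate 4) to 0.692, and was 0.959 across the genes past the threshold in 5xFAD against WT, which were chosen for a large change.

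List tests moved more. For *Card9*-/-5xFAD against 5xFAD, the early response call (0.125 and 0.215) and the proliferation call (0.125 and 0.259) did not hold under an estimated correlation and fry. The homeostatic direction was reversed under fry (0.968). Oxidative stress passed with at least 10 counts in every library (0.0627), and the length covariate gave 0.0175 for inflammatory signaling, 0.0687 for oxidative stress and 0.0687 for iron handling. Leaving out 1 library gave 0.0596 (without 5xFAD replicate 1) to 0.967 for homeostatic genes, 0.0972 (without *Card9*-/-5xFAD replicate 1) to 0.967 (without *Card9*-/-5xFAD replicate 3) for inflammatory signaling, 0.0311 (without 5xFAD replicate 1) to 0.372 for oxidative stress and 0.159 to 0.979 for iron handling. Directions were reversed for homeostatic genes without 5xFAD replicate 2, 3 or 4 or *Card9*-/-5xFAD replicate 4, and for inflammatory signaling and iron handling without *Card9*-/-5xFAD replicate 3.

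For *Card9*-/- against WT, the DAM call did not hold under an estimated correlation (0.343) or fry (0.631). For 5xFAD against WT, the homeostatic call did not hold under an estimated correlation (0.450), fry (0.171) or the length covariate (0.283), and ran from 0.00186 to 0.374 (without 5xFAD replicate 1) with 1 library left out. For *Card9*-/-5xFAD against *Card9*-/-, homeostatic genes passed with at least 10 counts in every library (0.0614) and ran from 0.0367 (without *Card9*-/- replicate 4) to 0.629.

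For the interaction, an estimated correlation and fry gave 0.267 and 0.669 for DAM genes, 0.197 and 0.669 for early response genes and 0.420 and 0.762 for proliferation, and fry gave 0.669 for inflammatory signaling and 0.203 for oxidative stress. Proliferation was at 0.176 with at least 10 counts in every library. Leaving out 1 library gave 0.00269 to 0.898 (without *Card9*-/-5xFAD replicate 4) for DAM genes, 0.00644 (without WT replicate 1) to 0.899 for homeostatic genes, 0.00269 to 0.850 (without WT replicate 1) for proliferation, 8.75e-05 to 0.111 (without *Card9*-/-5xFAD replicate 3) for inflammatory signaling, 0.000793 to 0.101 (without 5xFAD replicate 1) for oxidative stress and 0.183 to 0.997 for iron handling. Directions were reversed for homeostatic genes without *Card9*-/- replicate 4 or 5xFAD replicate 1, for proliferation without WT replicate 1 and for iron handling without *Card9*-/-5xFAD replicate 3.

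Single genes that reversed were *Narf* (−0.05 with the length covariate), *Mki67* (0.15 with the length covariate, −0.38 to 0.27 with 1 library left out, where 0.27 was without 5xFAD replicate 1), *Klf4* in *Card9*-/- against WT (−0.66, without *Card9*-/- replicate 4, to 1.54) and *Prkcq* in *Card9*-/-5xFAD against 5xFAD (−0.20, without *Card9*-/-5xFAD replicate 4, to 0.72). *Klf4* in *Card9*-/-5xFAD against 5xFAD had 1.34 to 1.95 with 1 library left out and passed the threshold with DESeq2 on only the groups compared (1.57). Genes near *Card9* were less often changed than others in *Card9*-/-5xFAD against 5xFAD at an unadjusted p under 0.01 (1 of 291), and more often at 0.05 (12 of 291, Fisher's exact test p = 0.0859) and with DESeq2 (p = 0.302).

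In simulated counts, 7.58% of 2-fold and 64.1% of 4-fold changes were called, so a count of 0 genes does not exclude differences of 2-fold. The library of lowest depth had 2970148 counts, and genes with 3 or fewer counts in every library of a group give only a lower bound of the fold change.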

Differences from the paper's values

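No test was chosen after the result was seen in this part, apart from DESeq2 on only the groups compared with a threshold of 1.5 on the absolute log2 fold change, which was chosen after seeing the values, and the transcript length covariate, chosen after seeing the data.

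The paper's text reports 4 up-regulated and 4 down-regulated genes between *Card9*-/-5xFAD and 5xFAD, and edgeR's test gave 0 and 0 (366 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on only the groups compared gave 4 and 5 genes, and no other closed the gap. Its calls were the paper's 8 genes and *Bend7*, which the paper's text does not name (*Klf4* FDR 0.0326, *Madcam1* 0.0191, *Scand1* 0.0326, *Ppfia4* 0.0211, *Bend7* 0.0564). With the threshold of 1.5 on the absolute log2 fold change, chosen after seeing the values, the counts were 4 and 4, with *Bend7* and without *Scand1*. Among the paper's genes, *Gnb4* was also called without a filter on low counts, with 1 surrogate variable, with DESeq2 on all 16 libraries and without *Card9*-/-5xFAD replicate 3, and *Madcam1* with DESeq2 on all 16 libraries.

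The paper's text also reports 4 up-regulated and 4 down-regulated genes between *Card9*-/- and WT, and edgeR's test gave 0 and 0 (597 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on only the groups compared gave 4 and 4, the 8 genes that the paper names, and the same counts with the threshold of 1.5 that was chosen after seeing the values. DESeq2 on all 16 libraries gave 3 up-regulated genes, *Cacnb2*, *Ppfia4* and *Thnsl1*, and 2 down-regulated genes, *Hebp1* and *Ly6i*. With 1 surrogate variable, 3 genes were up-regulated and 8 down-regulated, among them *Cacnb2*, *Thnsl1*, *Hebp1* and *Ly6i*. Both reach the paper's number of up-regulated genes within a factor of 1.5, and neither reaches its number of down-regulated genes. *Hebp1* and *Ly6i* were also called without a filter and, chosen after seeing the data, with a transcript length covariate.

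The largest absolute PC1 score of a WT library was 23.7, against about 54 in Fig. 4A, read by eye. The 5000 most variable genes gave 65.5 and all genes passing the filter gave 79.0, both within the margin, and no other alternative set before the data were examined closed the gap. The same 2 settings moved the other genotypes away from the figure, to 57.8 and 68.8 in 5xFAD (33.3 with the 500 most variable genes), against about 33 in Fig. 4A, read by eye, and to 91.0 and 104 in *Card9*-/-5xFAD (43.2 with 500), against about 43, read by eye. The largest absolute PC1 score of a *Card9*-/- library was 54.1, against about 24 in Fig. 4A, read by eye, and none of the alternatives set before the data were examined closed the gap (94.5 and 99.2 with the same 2 settings). With the 500 most variable genes, each of these 2 genotypes lay near the value read for the other. WT had 23.7 against about 24 read for *Card9*-/-, and *Card9*-/- had 54.1 against about 54 read for WT. Colors of the genotypes in the figure were also read by eye, and whether the 2 names are exchanged was not settled.

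The log2 fold change of *Madcam1* between *Card9*-/-5xFAD and 5xFAD was −2.60, against about −3.5 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, only leaving out 5xFAD replicate 4 closed the gap (−3.01), and DESeq2 on only the groups compared gave −2.68. The log2 fold change of *Scand1* was −1.43, against about −2.7 in Fig. 4B, read by eye, and none of the alternatives set before the data were examined closed the gap (−1.48 with DESeq2 on only the groups compared). The values read beside these 2 labels lie near those computed here for *Igfbp2* (−3.49) and *Madcam1* (−2.60), so a label could stand beside a neighboring point, and which point each belongs to was not settled.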

Other observations

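The test of early response genes for *Klf4* and the test of DNA flanking *Card9* over all genes were set before their results were seen. The tests of the named genes near *Card9*, of exchanged libraries and of T or NK cells were chosen only after the result was seen.

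The early response genes, which cells can also induce during isolation, had a mean log2 fold change of 0.53 between *Card9*-/-5xFAD and 5xFAD, with 28 of 30 higher (camera adjusted p = 1.02e-06, 0.125 under an estimated correlation and 0.215 under fry). No gene of the list passed the threshold over all genes and 1 (*Btg2*) did adjusted over the list alone, with 5 at an unadjusted p under 0.05 (*Btg2*, *Egr1*, *Hspa1a* and *Nfkbid* higher and *Cebpd* lower, named after their values were seen). Per library, their mean log2 CPM was 6.35 to 7.11 in *Card9*-/-5xFAD and 5.87 to 7.03 in 5xFAD (exact two-sided permutation test, p = 0.171). With this mean as a covariate, *Klf4* kept 60.0% of its log2 fold change, 0.98 (SE 0.81, unadjusted p 0.245). Induction during isolation and a *Klf4* response to the loss of *Card9* cannot be told apart for *Klf4*, since the error of the corrected value covers both 0 and the uncorrected value of 1.64. Early response genes were not higher in *Card9*-/- than in WT beyond the threshold (0.20, camera adjusted p = 0.348), and had a mean log2 fold change of −0.39 in 5xFAD against WT (camera adjusted p = 0.00877, 0.450 under an estimated correlation and 0.171 under fry) and of −0.06 in *Card9*-/-5xFAD against *Card9*-/- (0.957).

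Of the 8 genes that the paper names for *Card9*-/- against WT, *Cacnb2*, *Prkcq* and *Thnsl1* lie within 20 Mb of *Card9*, against 294 of the 14431 tested genes with a position (2.04%; Fisher's exact test, one-sided, p = 0.000434). DNA of the strain in which the allele was made, kept around *Card9*, is a candidate explanation for the change of these 3 genes, as is an effect of the allele on neighboring genes, which was not tested. Among the other genes near *Card9* with an unadjusted p under 0.05, 14 of 15 had the same sign in *Card9*-/-5xFAD against 5xFAD, and farther away 90.8% of genes did. Over all tested genes the test does not decide on the same explanation, since it leaves out the genes that led to it and few others pass: 3 of 291 genes near *Card9*, the named genes left out, had an unadjusted p under 0.01 in *Card9*-/- against WT, against 71 of 14136 farther away (Fisher's exact test, p = 0.188), and 1 of 291 against 62 of 14136 did in *Card9*-/-5xFAD against 5xFAD (p = 1).

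In Fig. 4A, read by eye, the largest PC1 score belongs to a WT library, and here it belongs to *Card9*-/- replicate 4. An exchange of all 4 WT with all 4 *Card9*-/- libraries is argued against, if the labels of the transgene libraries are right, because 87% of the 100 genes of lowest p in *Card9*-/-5xFAD against 5xFAD changed the same way in *Card9*-/- against WT, and 13% would after that exchange. An exchange of single libraries stays open: the share was 85% with only WT replicate 1 and *Card9*-/- replicate 4 exchanged, and 2 of 70 assignments of the 8 libraries without transgenes, the labelled one among them, gave a share as high as 87%. An exchange of colors or of labels in the figure was not tested.

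*Gzma*, *Nkg7* and *Klra1*, shown as lower in *Card9*-/- in Fig. S5B, are expressed in T cells or NK cells. A list of 10 markers of these cells that holds none of the 3 genes, of which the 7 that passed the filter on low counts are used here, had a mean log2 CPM of 2.61 to 2.78 in WT replicates 1 to 3, 1.42 in WT replicate 4 and 1.47 to 1.75 in *Card9*-/- (exact two-sided permutation test, p = 0.143; camera adjusted p = 0.00288, 0.162 under an estimated correlation and 0.349 under fry). Fewer T or NK cells among the sorted cells and lower expression in microglia cannot be told apart here, since the difference rests on 3 of 4 WT libraries.

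The markers of other cell types were tested in each comparison, on those that passed the filter on low counts (5 of 6 for red blood cells to 12 of 12 for endothelial cells, and 7 of 14 for neurons) and adjusted over 11 lists, as a description of what the sorted cells held. Between *Card9*-/-5xFAD and 5xFAD, camera called markers lower for astrocytes (mean log2 fold change −0.59, adjusted p = 0.00119), oligodendrocytes (−0.55, 0.00119), endothelial cells (−0.28, 0.0146), choroid plexus or ependymal cells (−1.84, 2.23e-06), red blood cells (−0.53, 0.0432) and T or NK cells (−0.66, 0.00409). None of these calls held under an estimated correlation or fry. Neurons (−0.34, 0.519), neutrophils (0.18, 0.152), B cells (0.06, 0.231), monocytes (−0.24, 0.181) and border-associated macrophages (0.17, 0.686) were not called. *Ttr*, the most abundant choroid plexus marker, ranged from 0.192 to 2347 CPM over the 16 libraries. Between *Card9*-/- and WT only the T or NK cell list was called. In 5xFAD against WT, border-associated macrophage markers were lower (−0.95, 7.03e-05), and in *Card9*-/-5xFAD against *Card9*-/- too (−0.72, 0.00297), and both calls held under fry (0.00107 and 0.00651), but only the first under an estimated correlation (0.0473 and 0.167). Other calls in 5xFAD against WT were astrocytes (0.98, 0.00804), choroid plexus or ependymal cells (0.31, 0.0713), neutrophils (−0.89, 0.0244) and monocytes (−0.85, 0.0611), of which monocytes held under fry (0.0997) and none under an estimated correlation (0.373 for monocytes). Other calls in *Card9*-/-5xFAD against *Card9*-/- were neurons (−1.04, 0.0483), neutrophils (−0.84, 0.00297) and monocytes (−0.69, 0.0647), which held under fry (0.0610, 0.0482 and 0.0610) but not under an estimated correlation (0.262, 0.238 and 0.262). *Trf* is in both the oligodendrocyte and the iron handling lists, and microglia also express some of these markers.

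Proliferation genes were lower in *Card9*-/-5xFAD than in 5xFAD by camera (−0.24, adjusted p = 0.000208, 0.125 under an estimated correlation and 0.259 under fry) and higher in 5xFAD than in WT (0.62, 1.69e-08) and in *Card9*-/-5xFAD than in *Card9*-/- (0.52, 2.38e-05), where both calls held under fry (0.0108 and 0.0407) and an estimated correlation (0.0421 and 0.0988). Between *Card9*-/- and WT, the mean was −0.14 (0.0900), which did not hold under an estimated correlation (0.604) or fry (0.847). Iron handling genes were called in no comparison: the adjusted p was 0.511 in *Card9*-/-5xFAD against 5xFAD (mean log2 fold change 0.02), 0.919 in *Card9*-/- against WT (0.06), 0.946 in 5xFAD against WT (−0.10), 0.713 in *Card9*-/-5xFAD against *Card9*-/- (−0.14) and 0.472 for the interaction (−0.04). Between *Card9*-/- and WT, oxidative stress genes were lower (−0.34, 19 of 25 lower, adjusted p = 2.84e-05), and the call held under an estimated correlation (0.00173) and fry (0.0100). The paper does not report this comparison. In *Card9*-/-5xFAD against *Card9*-/- they were higher (0.39, 0.000993), which held under both (0.00707 and 0.00232), and in 5xFAD against WT they were not called (0.08, 0.158). DAM genes were lower in *Card9*-/- than in WT by camera (−0.12, 22 of 34 lower, 0.00857), which did not hold under an estimated correlation (0.343) or fry (0.631), and homeostatic genes did not differ there (−0.09, 0.295), between *Card9*-/-5xFAD and 5xFAD (0.01, 0.704) or for the interaction (0.10, 0.326). Inflammatory signaling genes had a mean of 0.04 in *Card9*-/- against WT, with 16 of 27 lower. Camera called them lower there relative to the other genes (0.0900, 0.381 under an estimated correlation and 0.847 under fry). Their mean was −0.22 in 5xFAD against WT (0.621) and −0.01 in *Card9*-/-5xFAD against *Card9*-/- (0.214). No cause of these list results was tested.

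*Fth1*, which encodes the ferritin heavy chain stained in Fig. 4E, was expressed at 5307 ± 1970 CPM (SD, n = 4) in *Card9*-/-5xFAD and 6609 ± 1323 CPM (SD, n = 4) in 5xFAD, a log2 fold change of −0.32 (SE 0.34, edgeR's adjusted p = 0.993). *Mki67* was expressed at 14.0 ± 4.65 CPM (SD, n = 4) and 14.7 ± 6.55 CPM (SD, n = 4), a log2 fold change of −0.07 (SE 0.36, edgeR's adjusted p = 0.994), and it became 0.27 without 5xFAD replicate 1. The staining of the paper measures protein in microglia of the cortex, while the cells sequenced here were sorted from brains. For Ki67, the paper counts positive microglia, whose number rose along with that of all microglia, and CPM does not measure numbers of cells. The staining is not analysed here, and these values do not test it.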
